# Environmentally-acquired bacteria influence microbial diversity and natural innate immune responses at gut surfaces

**DOI:** 10.1186/1741-7007-7-79

**Published:** 2009-11-20

**Authors:** Imke E Mulder, Bettina Schmidt, Christopher R Stokes, Marie Lewis, Mick Bailey, Rustam I Aminov, James I Prosser, Bhupinder P Gill, John R Pluske, Claus-Dieter Mayer, Corran C Musk, Denise Kelly

## Abstract

**Background:**

Early microbial colonization of the gut reduces the incidence of infectious, inflammatory and autoimmune diseases. Recent population studies reveal that childhood hygiene is a significant risk factor for development of inflammatory bowel disease, thereby reinforcing the hygiene hypothesis and the potential importance of microbial colonization during early life. The extent to which early-life environment impacts on microbial diversity of the adult gut and subsequent immune processes has not been comprehensively investigated thus far. We addressed this important question using the pig as a model to evaluate the impact of early-life environment on microbe/host gut interactions during development.

**Results:**

Genetically-related piglets were housed in either indoor or outdoor environments or in experimental isolators. Analysis of over 3,000 16S rRNA sequences revealed major differences in mucosa-adherent microbial diversity in the ileum of adult pigs attributable to differences in early-life environment. Pigs housed in a natural outdoor environment showed a dominance of Firmicutes, in particular *Lactobacillus*, whereas animals housed in a hygienic indoor environment had reduced *Lactobacillus *and higher numbers of potentially pathogenic phylotypes. Our analysis revealed a strong negative correlation between the abundance of Firmicutes and pathogenic bacterial populations in the gut. These differences were exaggerated in animals housed in experimental isolators. Affymetrix microarray technology and Real-time Polymerase Chain Reaction revealed significant gut-specific gene responses also related to early-life environment. Significantly, indoor-housed pigs displayed increased expression of Type 1 interferon genes, Major Histocompatibility Complex class I and several chemokines. Gene Ontology and pathway analysis further confirmed these results.

**Conclusion:**

Early-life environment significantly affects both microbial composition of the adult gut and mucosal innate immune function. We observed that a microbiota dominated by lactobacilli may function to maintain mucosal immune homeostasis and limit pathogen colonization.

## Background

The gastrointestinal tract contains an immense number of micro-organisms, collectively known as the microbiota. The major functions of the microbiota include degrading dietary compounds, influencing nutrient partitioning and lipid metabolism, providing essential nutrients generated as a result of microbial metabolism, protecting against invading pathogens and stimulating gut morphology [1-4]. The gut microbiota also plays an important role in maintaining immune function. Recent work suggests that the commensal microbiota influences processes as complex as pathogen colonization, immune development and homeostasis, T cell differentiation, inflammation, repair and angiogenesis [5-8].

The impact of the microbiota on host immunity is thought to be critically regulated in early life and *inappropriate exposure *to bacteria during this developmental window has been linked to the increased incidence of infectious, inflammatory and autoimmune diseases [9-11]. Clearly, the neonatal period is a critical time for gut colonization, and can be affected by numerous factors including gestational age, birth environment, mode of delivery, nutrition and antibiotic use [12,13].

The increase in immune-mediated disorders, particularly in Westernized countries, has led to the so-called *Hygiene Hypothesis*, which postulates that the growing incidence of immune-mediated diseases is the consequence of reduced infection and exposure to microbes during early childhood [14]. In this context, the high-hygiene status of western lifestyle, decreased infection rates and reduced bacterial load as a result of widespread use of vaccines and antibiotics are likely to be important contributory factors [15]. Animal models have provided some insight into immune-disease aetiology: animals susceptible to autoimmune disease have an increased incidence and severity of disease when bred under germ-free conditions whereas disease is prevented when the animals are exposed to bacteria [16]. This evidence supports the notion that, in addition to naturally-acquired infections, colonization by the normal commensal microbiota is an important factor limiting the incidences of immune-mediated diseases. Consistent with this is the growing awareness of the importance of the commensal microbiota in immune education in early life [8], which appears to involve complex mechanisms of host-bacterial crosstalk [5,17-21].

In the current study we have investigated potential interactions between the rearing environment, gut microbiota and immune function in the developing pig gut using molecular methods to evaluate both microbial diversity and host immune gene expression. Microbial diversity in the gastrointestinal tract of these animals was characterized by sequence analysis of 16S rRNA gene libraries. Specific responses in transcriptome expression patterns of gut ileal tissue were studied using Affymetrix GeneChip Porcine Genome microarrays (Affymetrix, Santa Clara, CA). Biomarkers associated with immune function and altered by rearing environment were identified and investigated more thoroughly by Real-time Polymerase Chain Reaction (PCR).

## Results

### Mucosal microbial diversity in the ileum of pigs from different environments

We investigated the influence of environmentally-acquired bacteria on the composition of the adult mucosa-adherent ileal microbiota in the pig. Animals were housed in an indoor (IN) or an outdoor facility (OUT), as well as in individual isolator units receiving daily doses of antibiotics (IR). Mucosa-adherent bacterial samples from the ileum and fecal samples were collected from all experimental animals at day 56. In addition to this, fecal samples were taken from adult sows from both the indoor (INS) and outdoor (OUTS) environments to confirm 'environment' as the major factor contributing to the experimental differences. Microbial composition of the ileum was examined by calculation of diversity indices and analysis of the phylogenetic distribution of 16S rRNA gene sequences derived from clone libraries of each treatment. After quality control, a total of 3,089 validated clones were analyzed.

### Diversity Measures

We first investigated the effects of environment and high-hygiene status on a number of bacterial diversity indices. Estimates of diversity, richness and library coverage for the 16S rRNA clone libraries from IN, OUT and IR are shown in Table 1. Species richness, estimated by Chao1, was highest in the IR and IN groups but lower in the OUT group. Good's coverage was 90.97 to 93.47% for all three treatment groups, with the lowest coverage in IR libraries. Rarefaction analysis of clone libraries confirmed these findings and suggested that the IR and IN groups possessed the most diverse mucosa-adherent bacterial community, whereas the OUT group showed lower microbial diversity (Figure 1).

**Figure 1:**
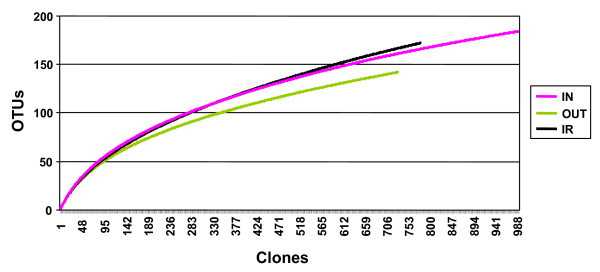
**Treatment-based rarefaction curves of 16S rRNA gene libraries**. The rarefaction curves from IN (pink), OUT (green) and IR (black) animals were generated by plotting the number of phylotypes (OTUs; defined at 99% sequence identity) against the number of clones sequenced. The shape of the curves of observed phylotype richness indicates a trend of diminishing chance of finding new phylotypes as sampling continues.

**Table 1:** Indices of diversity, richness and library coverage for 16S rRNA gene libraries.

Measurement	IN	OUT	IR
**No. of clones**	995	734	780
**Chao1 estimator of species richness**	259.02	254.89	302.53
**Shannon diversity index (H)**	4.438	4.190	4.355
**Simpson diversity index (1-D)**	0.980	0.975	0.979
**Simpson reciprocal index (1/D)**	52.00	40.41	47.47

**Good's estimator of coverage (%)**	93.47	92.46	90.97

Calculations were made based on OTU definition at 99% sequence identity (N = 4).

Collector's curves of the observed and estimated phylotype richness are shown in Figure 2A-C. Each curve reflects the series of observed or estimated richness values obtained as more clones were added to the data set. After an initial steep rise, the curves level out, suggesting that the majority of phylotypes in the treatment groups were adequately sampled. In the early stages of sampling and clone sequencing, both Chao1 and abundance-based coverage estimator (ACE) showed a sharp increase, together with the observed phylotype number, in the IN group (Figure 2A). After the sampling of about 190 clones, the gap between the observed and estimated phylotype richness was relatively constant, indicating repeated sampling of same phylotypes within samples. In the OUT group, the gap between the observed and estimated phylotype richness was constant after the sampling point of 110 clones (Figure 2B). The difference between the estimated and observed phylotype richness was highest in the IR mucosal libraries. Novel phylotypes continued to be identified up to the end of sampling (Figure 2C).

**Figure 2:**
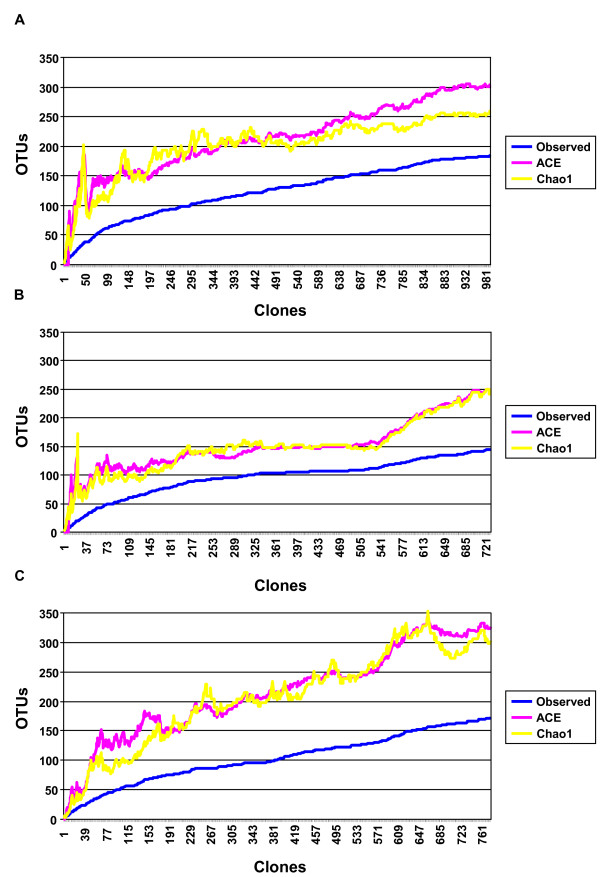
**Collector's curves of the observed and estimated phylotype richness of 16S rRNA gene libraries**. Collector's curves of the observed (blue) and estimated (ACE (pink) and Chao1 (yellow)) phylotype richness calculated for IN **(A)**, OUT **(B) **and IR **(C) **at 99% level. Each curve reflects observed or estimated richness values obtained as more clones are added to the data set. After an initial steep rise, the curves level out suggesting that a majority of clones in the treatment groups have been sampled. Differences between the estimates and observed phylotype richness were highest in the IR group. Novel phylotypes continued to be identified up to the end of sampling in this group.

### Phylogenetic affiliation of 16S rRNA gene sequences

Phylogenetic analysis was performed to establish taxonomic positioning of obtained sequences. All 16S rRNA gene sequences from the mucosa-adherent ileal and fecal samples were subjected to the Ribosomal Database Project (RDP) Classifier analysis (95% confidence threshold). Based on the classification results, the majority of clones were assigned to four phyla: Firmicutes (69.7% of all sequences), Proteobacteria (17.7%), Bacteroidetes (11.4%), and Actinobacteria (0.5%) (Figure 3 and Table 2). The two major phyla, Firmicutes and Bacteroidetes, were significantly different between the libraries: the Firmicutes showed a significant increase in the OUT group compared to the IR group, while the Bacteroidetes were significantly increased in both the INS and OUTS fecal libraries compared to the mucosa-adherent ileal libraries.

**Figure 3:**
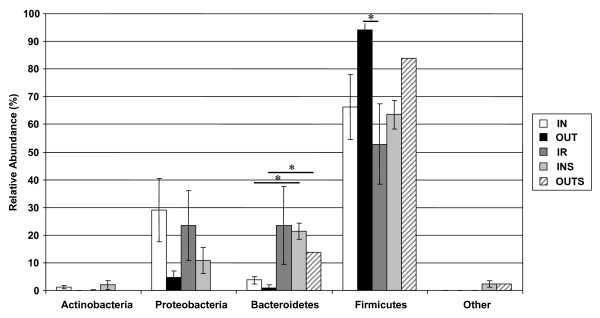
**Phylogenetic distribution of clones obtained from mucosa-adherent ileal and fecal samples in different housing environments**. The majority of clones were assigned to the phyla Firmicutes, Proteobacteria, Bacteroidetes, and Actinobacteria. The Firmicutes phylum was significantly increased in the OUT group compared to the IR group (*P *< 0.05). The Bacteroides phylum was significantly increased in both the INS and OUTS fecal libraries compared to the mucosa-adherent ileal libraries. Values are expressed as means ± SEM (N = 4).

**Table 2:** Major phylogenetic distribution of 16S rRNA gene sequences and phylotypes from treatment groups.

Phylum	Bacterial taxa	IN	OUT	IR	INS	OUTS
**% Bacteroidetes**		**3.72**	**1.08**	**20.97**	**26.44**	**13.70**
	Prevotellaceae (%)	2.91	0.54	18.79	10.09	4.83
	Bacteroidaceae (%)	0.40	0	0.76	4.08	0
	Porphyromonadaceae (%)	0	0.40	0.63	3.84	8.87
						
**% Proteobacteria**		**28.26**	**4.63**	**24.04**	**12.25**	**0**
	**α-proteobacteria (%)**	**0**	**0.13**	**0**	**0**	**0**
	**β-proteobacteria (%)**	**0.20**	**0**	**0.1**	**0.24**	**0**
	**γ-proteobacteria (%)**	**15.19**	**3.81**	**23.91**	**11.53**	**0**
	Pasteurellaceae (%)	14.78	2.17	2.55	0	0
	Enterobacteriaceae (%)	0.4	1.36	20.7	0.24	0
	Pseudomonadaceae (%)	0	0	0	4.08	0
	Moraxellaceae (%)	0	0	0.63	6.25	0
	**ε-proteobacteria (%)**	**12.97**	**0.4**	**0**	**0.48**	**0**
	Helicobacteraceae (%)	10.46	0.4	0	0	0
	Campylobacteraceae (%)	2.61	0	0	0.48	0
						
**% Firmicutes**		**66.29**	**94.0**	**54.21**	**73.55**	**83.06**
	**Erysipelotrichi (%)**	**0.90**	**0**	**0.12**	**0.72**	**0**
	**Bacilli (%)**	**18.81**	**81.8**	**3.70**	**19.95**	**49.18**
	Order Bacillales (%)	0.2	0.2	0.12	5.28	0
	Order Lactobacillales (%)	18.6	81.6	3.58	14.42	49.18
	**Clostridia (%)**	**46.68**	**12.12**	**47.69**	**51.92**	**33.87**
	Lachnospiraceae (%)	3.52	0.95	8.95	3.84	8.87
	Veillonellaceae (%)	0	0.4	6.9	1.68	1.61
	Clostridiaceae (%)	13.17	2.72	1.27	19.95	8.06
	Peptostreptococcaceae (%)	24.44	7.49	28.9	15.38	2.41
	Ruminococcaceae (%)	0.90	0.54	6.26	6.97	7.25

### Firmicutes

Seventy percent of all sequences were affiliated with the Firmicutes phylum. The outdoor environment favoured the expansion of Firmicutes compared to the hygienic environment (Figure 3). At the lower taxa level this difference was even more pronounced.

A large number of sequenced clones fell into the Bacilli class. The most abundant order was Lactobacillales, which was dominated by Lactobacillaceae, but also contained Streptococcaceae, Leuconostocaceae, Enterococcaceae, Carnobacteriaceae and Aerococcaceae, although present in lower abundance.

The Lactobacillaceae family in the OUT group (77.2% of sequences) consisted of a small number of operational taxonomic units (OTUs), including *Lactobacillus reuteri*, *L. amylovorous *LAB31, *L. johnsonii*, *L. delbrueckii *subsp. *bulgaricus*, *L. salivarius *and *L. mucosae *(Figure 4). In contrast, the IN library contained only 12.8% Lactobacillaceae-affiliated clones, although phylotypes were similar to those observed in the OUT group. *L. reuteri*, *L. delbrueckii *and *L. johnsonii *were all significantly decreased compared to the OUT group. The high-hygiene conditions associated with IR exacerbated these differences. *L. amylovorous *LAB31 and *L. brevis *were present in very low abundance in the IR libraries (3.58% of sequences) whereas *L. reuteri, L. delbrueckii *subsp. *bulgaricus, L. johnsonii *and *L. mucosae *were not detected in this treatment group.

**Figure 4:**
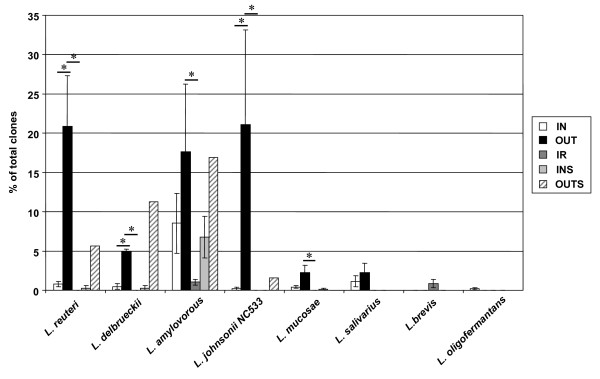
**Abundance of lactobacilli in mucosa-adherent ileal and fecal samples in different housing environments**. The Lactobacillaceae family included *L. reuteri*, *L. amylovorous *LAB31, *L. johnsonii*, *L. delbrueckii *subsp. *bulgaricus*, *L salivarius *and *L. mucosae. L. reuteri*, *L. delbrueckii *and *L. johnsonii *were all significantly lower in the IN and IR groups compared to the OUT group. Values are expressed as means ± SEM (N = 4).

The observed differences in *Lactobacillus *levels between the IR and OUT group were confirmed by enumeration of bacteria in gut contents of both ileum and colon on de Man, Rogosa and Sharpe (MRS) agar. The OUT group had three to four log_10 _colony forming units lactobacilli/g more than the IR group, thus validating the 16S rRNA gene library results (Additional file 1).

Members of the Clostridia class were present in all treatment groups with 28.2% of all sequenced clones classified as Clostridia. Interestingly, pigs raised in the indoor environment showed the highest abundance of this class.

Clostridiaceae-affiliated clones were highly abundant in the IN group and mainly identified as uncultured species. *Clostridium beijerinckii *NCIMB 8052 was significantly elevated in the IN libraries compared to the OUT and IR libraries (Figure 5). The indoor environment also favoured the expansion of the bacterial clone HH_aai33h06 (EU775688) on the ileal mucosa compared to the outdoor environment.

**Figure 5:**
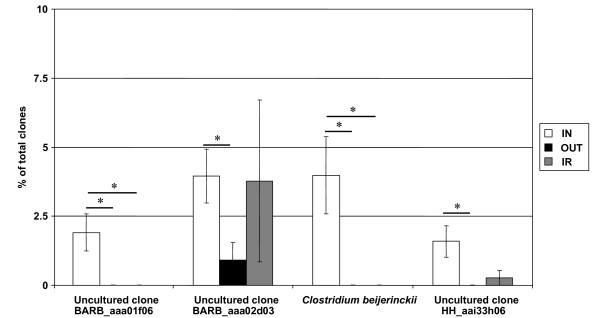
**Significantly affected bacterial clones in the mucosa-adherent ileum of animals in different housing environments**. *Clostridium beijerinckii *NCIMB 8052, as well as uncultured bacterial clone BARB_aaa01f06, BARB_aaa02d03 and HH_aai33h06 were significantly decreased in the OUT library compared to the IN library. Uncultured bacterial clone BARB_aaa01f06 and *Clostridium beijerinckii *NCIMB 8052 were also significantly decreased in the IR group. Values are expressed as means ± SEM (N = 4).

The Peptostreptoccocaceae family was another abundant member of the Clostridia class, accounting for 19.1% of the sequenced clones in all treatment groups. The indoor environment favoured the expansion of Peptostreptoccocaceae. Seven predominant OTUs, represented by mainly uncultured clones, were identified. Sequences of uncultured clones BARB_aaa02d03 were significantly higher in the IN and IR groups compared to the OUT group and were not detected in the indoor fecal libraries (Figure 5). This possibly points to a preferential colonization of the ileal mucosa in the indoor environment. Uncultured bacterium clone BARB_aaa01f06 was significantly increased in the ileal mucosal libraries of the IN group compared to the OUT and IR groups, indicating a potential antibiotic sensitivity of this bacterium.

### Bacteroidetes

Bacteroidetes were found in all libraries but in different abundance. The most abundant group within this phylum was represented by members of the Prevotellaceae family, followed by Porphyromonadaceae, Bacteroidaceae and, to a lesser extent, Sphingobacteriaceae and Flavobacteriaceae.

All 16S rRNA gene libraries contained members of Prevotellaceae, yet they were most prevalent in the indoor environment, particularly in fecal libraries. High-hygiene conditions increased the numbers of Prevotellaceae on the ileal mucosa.

Porphyromonadaceae were mainly obtained from the fecal libraries of both farms. Most clones had only 97% similarity to previously isolated clones, specifically the Porphyromonadaceae bacterium sp DJF_B175 (EU728718) and uncultured bacterial clones (EU472597, EU472617 and EU461958).

Bacteroidaceae were exclusively obtained from the indoor environment. Within the IN and IR groups, these included *Bacteroides vulgatus *(CP000139) and uncultured bacterial clones (EF403095, EF403812, EU779318 and DQ800210). In the IN fecal libraries two species were related to *B. propionifaciens *(AB264625.2) and uncultured bacterium clone p-240-o5 (AF371909).

### Proteobacteria

Eighteen percent of all clones were placed into the Proteobacteria phylum. γ-proteobacteria and ε-proteobacteria were the most abundant groups, while members of the α- and β-proteobacteria were found only sporadically.

Twenty-eight γ-proteobacteria clones were obtained from the OUT mucosa-adherent libraries. These included *E. coli*, *Actinobacillus minor *and *A. porcinus*. Six OTUs belonging to *Actinobacillus *spp. were predominately present in the IN group, including *Actinobacillus minor*, *A. porcinus *strains H1498/H1215 and *A. rossii *strain JF1390. This clone has been isolated from the intestine and reproductive tract of pigs and is considered an opportunistic pathogen implicated in spontaneous abortion.

High-hygiene status increased the number of γ-proteobacteria on the ileal mucosa. All 16S rRNA gene libraries from the IR group contained members of the γ-proteobacteria class and grouped mainly with Enterobacteriaceae, including sequences identified as *E. coli *spp. with pathogenic properties which may pose a health risk for the young pig as well as the human population.

Members of the ε-proteobacteria were the second most abundant group within the Proteobacteria phylum and were represented by two major bacterial families, Helicobacteraceae and Campylobacteraceae. Most clones were obtained from the IN group and included bacteria of recognized pathogenic phenotype (13% of IN sequences).

### Transcriptomic analysis of gene expression patterns in the ileum of pigs from different environments

While the comprehensive profiling of the mucosa-adherent microbial community revealed large differences in composition attributable to differences in housing environment, a key goal of this study was to determine whether this translated into different host-specific gene responses. Therefore, an Affymetrix GeneChip microarray analysis was conducted on ileum tissue from the same site used for 16S rRNA gene library construction.

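RNA from the ileum of 54 piglets was hybridized to GeneChip Porcine Genome arrays, one array per piglet, with 6 piglets in each of the IR, IN and OUT groups at days 5, 28 and 56. The IR piglets were taken from indoor sows into isolators, fed milk replacer until day 28 and dosed daily with antibiotics. The IN and OUT piglets stayed with indoor and outdoor sows until weaning. The authors normalized the arrays by gcRMA, and the deposited values are on the log2 scale, from -0.26 to 14.72. Array medians lay between 3.99 and 4.22, and correlations between arrays between 0.8613 and 0.9938. The array of OUT replicate 3 at day 5 had the lowest mean correlation with its own group, 0.881, against 0.963 for the nearest of the other 5. Arrays give no counts, so it is the number of arrays that limits the precision. After 66 spike-in and control probesets were left out, 24057 probesets were fitted with limma separately for each day, with all 3 groups in the fit and no filter on dim probesets. A probeset was called higher or lower by the paper's criterion, an unadjusted p under 0.01 with a fold change of at least 2, and p-values adjusted by the Benjamini-Hochberg method were computed beside it. The paper's methods describe 3 runs with 2 piglets per group as a blocking factor, but the array labels do not name the run, so no run was fitted at the claims. Single genes and the mean of a gene list per piglet were also compared by two-sided exact permutation tests, which for 6 piglets against 6 give no p below 0.00216. Gene lists of pathways and cell types, fixed before the data were examined, were tested with camera at a preset correlation of 0.01, with 1 probeset per gene and p-values adjusted over 26 lists within a comparison. Of 156 list tests against OUT, 60 had an adjusted p under 0.05 with the preset correlation, 1 with an estimated correlation, that of fatty acid synthesis at day 5 between IR and OUT, and 2 with fry, which tests a list without comparing it with other genes.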

### Effects of treatment extremes on gene expression

Perhaps not surprisingly, mucosa-adherent microbial diversity in the ileum was most affected by experimental isolator housing, as this constituted a high-hygiene environment. To ascertain the differences in host-specific transcriptional responses between this treatment and the natural outdoor environment (*treatment extremes*), Affymetrix microarray analysis was performed on the comparison IR versus OUT at day 5 (neonatal stage), day 28 (weaning age) and day 56 (nearing maturity).

Seventy-four probesets were differentially expressed (*P *< 0.01 and -2 ≤ fold change ≥ 2) at the neonatal stage (Figure 6 and Additional file 2A). Fifty-six of these genes were highly expressed in the IR group, while 18 genes were higher in the OUT group. 

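At day 5 the ileum of IR piglets carried far more mRNA for SCD, the desaturase that makes monounsaturated fatty acids, and for INSIG1, a sterol-sensing regulator of lipid synthesis. SCD stood at 9.65 ± 0.91 on the log2 scale (SD, n = 6 piglets) in IR and at 5.51 ± 1.32 in OUT, a 17.7-fold difference. INSIG1 was 10.7-fold higher, and for both genes every IR piglet lay above every OUT piglet. APOA2, an apolipoprotein, had a log2 fold change of 3.95 (standard error 1.25), and the metallothionein MT1A, which binds zinc and copper and which the paper lists as MT1J, one of 4.84 (standard error 1.24). RBP4, the carrier of retinol in blood, was the largest decrease among named genes, with a log2 fold change of -2.86 (standard error 0.84). In all, 81 probesets for 61 named genes passed the criterion, 55 higher and 26 lower in IR. SCD and INSIG1 also passed when p was adjusted over all probesets (adjusted p = 0.0433 and 0.0162 from limma), beside 1507 probesets with an unadjusted p under 0.05. In a fit of IR and OUT alone with arrays blocked by number in twos, chosen after the data were seen, these adjusted p-values were 0.218 and 0.11. Without IR replicate 2 the count was 45, and with only IR and OUT in the fit it was 50.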

Interestingly, within the IR gene set, increased expression of genes that are closely linked to Type 1 interferon (IFN) signalling was observed. These genes included *IRF7*, *FAM14A*, *UBE2L6*, *GBP2 *and *USP18*. Some of the most highly-regulated genes (up to 11-fold higher in the IR group) were viperin, a tightly regulated *ISGF3 *target gene [22], and *IRP6*, a pig-specific gene homologous to human viperin. 

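IRF7, a transcription factor that drives interferon production, was 5-fold higher in IR than in OUT at day 5 (log2 fold change 2.32, standard error 0.70, n = 6 piglets per group, exact permutation p = 0.00649). Also higher were USP18, which dampens interferon receptor signalling, by a log2 fold change of 2.52 (standard error 0.80), and UBE2L6, an enzyme that attaches ISG15 to proteins, by 1.95 (standard error 0.55). FAM14A, named ISG12(A) on the platform, rose by 1.79 (standard error 0.58). Viperin had the largest fold, 11, with a log2 fold change of 3.46 (standard error 1.21), and IRP6 one of 3.05 (standard error 1.09), but neither passed the criterion, nor did GBP2, an interferon-induced GTPase, at 1.97 (standard error 0.89). The exact permutation p was 0.0411 for viperin, 0.0433 for IRP6 and 0.0325 for GBP2. Viperin and IRP6 passed with arrays blocked by label number or by number in twos. With IR and OUT alone and the latter block, a fit chosen after the data were seen, GBP2 passed as well. Of 36 type I interferon-induced genes on the array, 34 had a log2 fold change above 0 and 3, IRF7, PARP12 and USP18, passed the criterion. The mean log2 fold change of this list was 1.32 (camera adjusted p = 3.47e-13; adjusted p = 0.188 with an estimated correlation). Adjusted over the list alone by limma, 0 genes had p under 0.05, and 19 did so unadjusted. Because 11 of the 36 were named by the study from these arrays, the list is not independent evidence of its direction. The mean over the list was 7.76 ± 1.40 in IR and 6.44 ± 0.45 in OUT (SD, n = 6, exact permutation p = 0.0346), and IR replicates 1 and 2 stood at 9.55 and 9.56, apart from the other 4 at 6.56 to 7.16. Without these 2 piglets, a choice made after their values were seen, the mean log2 fold change was 0.42 (camera adjusted p = 0.00194, and adjusted p = 0.384 with an estimated correlation). The permutation p of the piglet means was then 0.138.

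**Figure D1:**
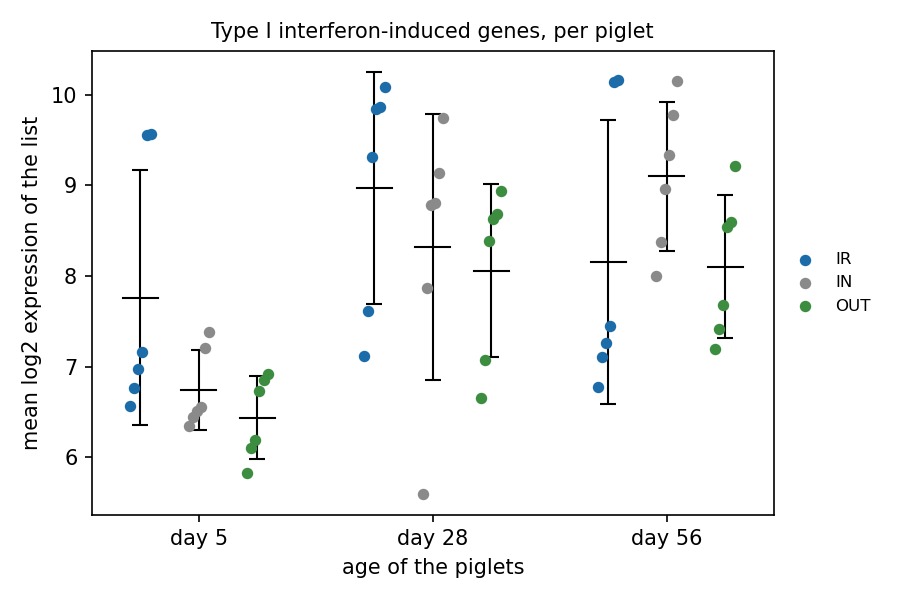
Mean log2 expression of 36 type I interferon-induced genes (vertical axis) in IR, IN and OUT piglets at days 5, 28 and 56 (horizontal axis), 1 point per piglet, with the mean as a line and the SD as bars. At day 5, 2 IR piglets stand near 9.55 and the other 4 at 6.56 to 7.16.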

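Most measured enzymes of cholesterol synthesis were higher in IR than in OUT piglets at day 5. DHCR7, the last reductase of the pathway, was 3.84-fold higher in IR than in OUT (log2 fold change 1.94, standard error 0.51, n = 6 piglets per group, exact permutation p = 0.0173). CYP51A1, which removes a methyl group from lanosterol, was higher by a log2 fold change of 1.52 (standard error 0.36), HMGCS1, at the entry of the pathway, by 1.57 (standard error 0.47), and SC5DL by 1.23 (standard error 0.37). Squalene epoxidase SQLE, which the paper calls ERG1, had a log2 fold change of 2.51 and a wider spread (standard error 0.98, exact permutation p = 0.0628), and did not pass the criterion. Of 11 measured genes of the pathway 8 rose, none fell and 3 did not pass, with a mean log2 fold change of 1.57. The list passed with camera (adjusted p = 3.47e-13; adjusted p = 0.148 with an estimated correlation) and with fry (adjusted p = 0.0242), and 10 of its genes passed when adjusted over the list alone. The study named 7 of the 11 from these arrays, so their count is not independent evidence. Per piglet, the mean of the list was 8.98 ± 0.87 in IR and 7.42 ± 0.88 in OUT (SD, n = 6, exact permutation p = 0.0195), with 4 IR piglets above every OUT piglet.

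**Figure D2:**
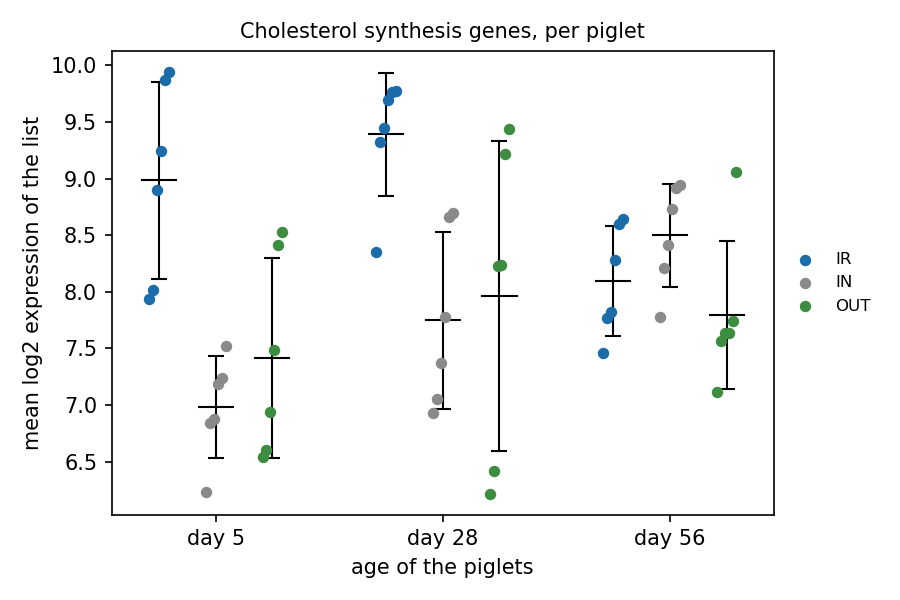
Mean log2 expression of 11 cholesterol synthesis genes (vertical axis) in IR, IN and OUT piglets at days 5, 28 and 56 (horizontal axis), 1 point per piglet, with the mean as a line and the SD as bars. At day 5 the IR mean of 8.98 lies above the OUT mean of 7.42.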

Another group showing increased expression in the IR group included 15 genes involved in cholesterol synthesis, such as *DHCR7*, *DHC24*, *SC5DL*, *HMGCS1*, *CYP51A1 *and *ERG1*. Genes of interest showing higher expression in the OUT group compared to the IR group included *TLR2 *as well as *HBB *and *HBA1*, both of which code for haemoglobin proteins.

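TLR2, a receptor for bacterial lipoproteins, was 3.56-fold lower in IR than in OUT piglets at day 5, at 4.30 ± 0.62 against 6.13 ± 0.97 on the log2 scale (SD, n = 6 piglets per group, exact permutation p = 0.00649). It was the only 1 of 18 measured genes of pattern recognition and NF-kappaB signalling to pass the criterion, and that list as a whole did not pass, with a mean log2 fold change of -0.28 (adjusted p = 0.0564 with camera of limma). The probeset that the study lists as HBB had a log2 fold change of -1.32 (standard error 0.31) and the one listed as HBA1 one of -1.48 (standard error 0.35), and both passed. The platform annotation assigns these probesets to OAZ1 and B2M, and its own HBB probeset had a log2 fold change of -0.33 (standard error 0.22) and did not pass. Markers of blood and lymph vessel endothelium had a lower mean as a list in IR at the same day. The mean log2 fold change was -0.76 over 13 genes (camera adjusted p = 9.86e-09, and adjusted p = 0.188 with an estimated correlation). Among them LYVE1, a lymphatic marker, fell by 1.01 on the log2 scale (standard error 0.23), and the other 12 did not pass, although PECAM1 also did so when adjusted over the list alone. These comparisons include the array of OUT replicate 3, which stands apart from its group. The piglet means of the endothelial list had an SD of 1.19 in OUT and 0.23 in IR.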

**Figure 6:**
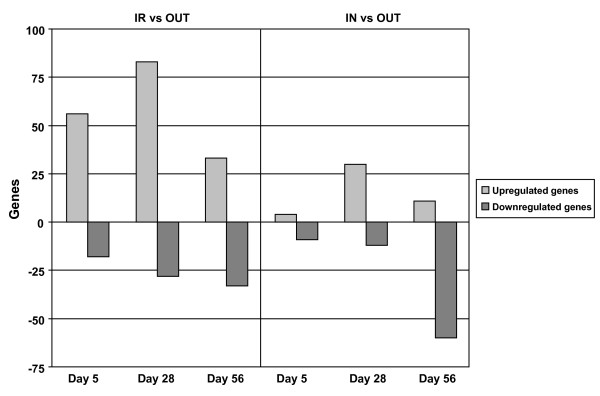
**Differentially expressed genes in the ileum of animals housed in different environments**. Differentially expressed genes at each time-point are shown for the two treatment comparisons (*P *< 0.01, -2 ≤ fold change ≥ 2, N = 6). Microbiota differences between the treatment groups were associated with large differences in gene expression in the ileum.

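Between IR and OUT the lipid genes SCD and INSIG1 were the only ones to pass in the fit of all 3 groups when p was adjusted over all probesets, both at day 5. With IR and OUT alone and arrays blocked by number in twos, chosen after the data were seen, 0 passed at days 5 and 56 and 1 at day 28, a probeset of TFRC (adjusted p = 0.00722). Over all 3 groups the lowest adjusted p at day 28 was that of PDK4, a kinase that limits glucose oxidation (adjusted p = 0.0963 from limma), and at day 56 that of CTBS, a lysosomal enzyme, 0.624. Between IN and OUT the lowest adjusted p was 0.874 at day 5, 0.769 at day 28 and 0.345 at day 56. Thus limma called 0 probesets by adjusted p in this fit between IR and OUT at days 28 and 56 and between IN and OUT at any day, while 622 and 1727 probesets had an unadjusted p under 0.05 between IR and OUT at days 28 and 56, and 959, 1201 and 1881 between IN and OUT at days 5, 28 and 56. Of 50 probesets shifted up or down by 2 on the log2 scale in simulated data with this design, at least 98% passed the criterion in each comparison with OUT, and of 50 shifted by 1 between 34 and 52% did so. In the same data 36 to 49 unchanged probesets passed per comparison with OUT. These shares do not carry over to genes of wide spread. Between IR and OUT at day 28, MT1J had a log2 fold change of 3.70 (standard error 1.53) and did not pass. CXCL9 had 2.65 (standard error 1.43) and did not pass either.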

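PDK4 was the gene that separated the groups most sharply at day 28, with a log2 fold change of -3.54 between IR and OUT. SCD again stood above every OUT piglet in every IR piglet, with a log2 fold change of 3.57 (standard error 0.79). INSIG1 had one of 3.37 (standard error 0.99), with some overlap of the groups. DHCR7 was 6.54-fold higher. UGT2B31, which couples glucuronic acid to steroids and drugs, had a log2 fold change of -3.29 (standard error 1.01), while CD5L, a protein secreted by macrophages, had one of 2.23 and GPNMB, a glycoprotein of macrophages, one of 2.04. With all 3 groups in the fit, 37 probesets for 28 named genes passed the criterion, 25 higher and 12 lower in IR (n = 6 piglets per group). With all 9 groups of the study in a single fit 65 passed, and without OUT replicate 1 the count was 24. A fit of IR and OUT alone with arrays blocked by number in twos, chosen after the data were seen as it returns the values of Additional file 2, gave 111, 83 higher and 28 lower.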

At day 28, 111 genes were differentially expressed (Figure 6 and Additional file 2B). 

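Genes of lipid synthesis made up most of what was higher in IR at both days 5 and 28. They were SCD and FASN of fatty acid synthesis, CYP51, DHCR7, MSMO1 and SC5D of cholesterol synthesis, and INSIG1, together with CCL28, a chemokine of mucosal epithelium. In total 10 probesets were higher and 2 lower at both days, against 0.057 and 0.013 expected if the days were independent, and the lower ones were AGTR1, an angiotensin receptor, and PDK4. FASN had a log2 fold change of 1.97 (standard error 0.44) at day 5 and 1.80 (standard error 0.53) at day 28. The interferon-induced genes IRF7 and GBP2 had log2 fold changes of 1.83 (standard error 0.98) and 1.17 (standard error 0.91) at day 28 and did not pass the criterion. Their exact permutation p was 0.128 and 0.0801 (n = 6 piglets per group). This IRF7 probeset is another than the one that passed at day 5, which had 0.95 (standard error 1.07) at day 28. Days were fitted separately and share no piglets. With IR and OUT alone in the fit and arrays blocked by number in twos, a setting chosen after the study's table had been compared with fits, 21 probesets were higher at both days, GBP2 among them.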

Twenty-one of the 83 transcripts expressed at higher levels in IR were the same as those found at day 5, and included the IFN-induced genes *IRF7 *and *GBP2*. Several other Type 1 IFN-induced genes (*G1P2*, *IFIT2*, *IFIT3*, *MX2*, *ISG20 *and *IFITM3*) were higher in IR animals compared to OUT animals, indicating a consistent treatment effect on Type 1 IFN signalling pathways. Also in common with the day 5 gene expression set, nine cholesterol synthesis genes were increased in the IR group. 

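All 36 measured type I interferon-induced genes had a log2 fold change above 0 between IR and OUT at day 28, with a mean of 0.91 (camera adjusted p = 1.25e-11; adjusted p = 0.341 with an estimated correlation). MX2, an antiviral GTPase, had a log2 fold change of 2.15 (standard error 0.90) and IFIT2, which binds viral RNA, 1.66 (standard error 1.22). For IFITM3, a membrane protein that blocks virus entry, it was 1.40 (standard error 0.66), on a probeset that the platform names RSF1. G1P2, the ubiquitin-like ISG15, had 1.31 (standard error 1.62), ISG20, an exonuclease, 1.22 (standard error 0.90), and IFIT3 1.12 (standard error 0.84). None of these 6 genes passed the criterion with limma, nor did any other member of the list, and 4 members had an unadjusted p under 0.05. Adjusted over the list alone, 0 passed. Exact permutation p-values for the 6 ranged from 0.0368 for IFITM3 to 0.398 for G1P2 (n = 6 piglets per group). Per piglet the mean of the list was 8.97 ± 1.28 in IR and 8.06 ± 0.95 in OUT (SD, n = 6, exact permutation p = 0.188). When arrays were grouped by number in twos, every IR piglet lay above every OUT piglet within each of the 3 blocks (permutation p within blocks = 0.00926, the smallest possible), and a fit of IR and OUT alone with these blocks called all 6 genes. The labels do not name the run, and both settings were chosen after the data were seen. The blocked fit returned all 111 probesets that the paper lists at this day, with p-values within 5.5e-05 of the listed ones. The fit without a block leaves out the run, which the paper's methods name as a blocking factor. That none of the 6 genes passed in it is therefore not evidence against the paper's calls. From these genes, and from IRF7 and GBP2 as shared with day 5, the paper infers a consistent effect of treatment on Type 1 IFN signalling.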

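Genes of cholesterol synthesis again had higher means in IR at day 28, when CYP51A1 had a log2 fold change of 1.40 (standard error 0.43), SC5DL 1.57 (standard error 0.50) and MSMO1, a sterol methyl oxidase, 1.82 (standard error 0.59). These 3 of the 11 measured genes of the list passed the criterion, and 8 passed when adjusted over the list alone, a list that includes genes the study named from these arrays. DHCR7 rose by 2.71 on the log2 scale (standard error 0.66), on a probeset without a platform symbol and so outside the list, and every IR piglet lay above every OUT piglet (exact permutation p = 0.00216, the smallest possible). SQLE had a log2 fold change of 2.66 with a standard error of 1.05, HMGCS1 one of 1.53 with a standard error of 0.63, and neither passed. SQLE and a probeset of HMGCS1 passed with IR and OUT alone and arrays blocked by number in twos, a fit chosen after the data were seen. All 11 genes had values above 0, with a mean log2 fold change of 1.43 (camera adjusted p = 1.84e-15; adjusted p = 0.268 with an estimated correlation). Piglet means of the list were 9.39 ± 0.54 in IR and 7.96 ± 1.37 in OUT (SD, n = 6, exact permutation p = 0.0238). OUT replicates 1 and 2 stood at 6.22 and 6.42. The other OUT piglets lay at 8.23 to 9.44, against 8.35 to 9.77 in IR. Within each of the 3 blocks by number in twos, every IR piglet lay above every OUT piglet (permutation p within blocks = 0.00926). That test was chosen after the data were seen, and the labels do not name the run.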

Consistent with these findings, microbiota-driven effects on cholesterol metabolism and trafficking have been previously documented [23]. Other transcripts expressed higher in the IR group compared to the OUT group included the chemokines *CXCL12*, *CCL28*, *CCL2*, *CCL8 *and *CXCL9*, the chemokine receptor *CCR5 *and the chemokine ligand *CCL4L*. 

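At day 28 most chemokine genes had higher means in IR than in OUT. For CCL2 and CCL8, which attract monocytes, every IR piglet lay above every OUT piglet. CCL2 had a log2 fold change of 1.80 (standard error 0.81) and CCL8 one of 2.14 (standard error 0.74, n = 6 piglets per group), yet the limma p of each stayed above 0.01. CCL28 rose by 2.06 on the log2 scale (standard error 0.67, exact permutation p = 0.0325), while a second probeset of it had 0.29 (standard error 0.74). CXCL9, an interferon-induced attractant of T cells, had 2.65 (standard error 1.43), CCL4L 1.22 (standard error 0.62) and CXCL12 0.50 (standard error 0.19), and none of these passed. Of 25 chemokine and chemokine receptor genes 21 had values above 0, with a mean log2 fold change of 0.59 (camera adjusted p = 4.6e-06; adjusted p = 0.323 with an estimated correlation). By limma 0 of them passed when adjusted over the list alone and 5 had an unadjusted p under 0.05, and 8 of the 25 were named by the study from these arrays. The piglet means of the list were 7.06 ± 0.18 in IR and 6.47 ± 0.49 in OUT (SD, n = 6, exact permutation p = 0.0152). OUT replicates 1 and 2 stood at 5.91 and 5.83. The other OUT piglets lay at 6.49 to 7.02, against 6.89 to 7.33 in IR. CCL8 passed with array weights or with all 9 groups in a single fit.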

*PMP22 *was increased in the OUT group. This gene is co-expressed with occludin and zona occludens 1 at tight junctions in epithelial cells [24].

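PMP22, a membrane protein found at epithelial junctions, stood at 9.33 ± 0.75 on the log2 scale in IR and at 10.59 ± 0.56 in OUT at day 28 (SD, n = 6 piglets per group, exact permutation p = 0.00433). This is a 2.4-fold lower level in IR, and it passed the criterion. The probeset has no platform symbol and is named from Additional file 2. Among 10 other tight junction and adhesion genes none passed at this day, and the mean log2 fold change was -0.07 (adjusted p = 0.663 with camera of limma).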

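By day 56 the genes that differed most between IR and OUT were of several kinds. ALOX15, a lipoxygenase of arachidonic acid, had a log2 fold change of 2.07, AQP1, a water channel of endothelium and epithelium, 2.05 (standard error 0.44), and EMP1, a membrane protein of epithelium, 1.90. CTBS, which degrades sugar chains in lysosomes, was higher by 1.67 (standard error 0.31) and the clock gene PER2 by 1.61 (standard error 0.39). In all, 68 probesets for 50 named genes passed the criterion, 34 higher and 34 lower in IR (n = 6 piglets per group). The count depended on single piglets. It was 226 without OUT replicate 1, and 39, 125, 44 and 103 without IR replicates 1, 2, 3 and 6. Without OUT replicates 3 and 5 it was 103 and 42, and it was 45 with the moderated F-test over both contrasts.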

Sixty-six genes were differentially expressed between IR and OUT at day 56 (Figure 6 and Additional file 2C). Some of the genes showing higher expression in the IR group included *KAI1*, *CEBPB*, *LTB4DH*, *COL14A1 *and *COL1A2*. 

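LTB4DH, which inactivates leukotriene B4, was 2.02-fold higher in IR at day 56 (log2 fold change 1.01, standard error 0.24), and CEBPB, a transcription factor of inflammatory responses, was 2.65-fold higher (log2 fold change 1.40, standard error 0.43). The platform assigns the CEBPB probeset to CEBPA and that of LTB4DH to PTGR1, a later name of the same gene. KAI1, a tetraspanin also known as CD82, had a log2 fold change of 1.14 (standard error 0.29). The collagen genes COL14A1 and COL1A2 were higher by 1.37 (standard error 0.41) and 1.35 (standard error 0.36). Exact permutation p-values for these 5 genes lay between 0.00433 for COL1A2 and 0.0195 for COL14A1 (n = 6 piglets per group). Over 18 fibroblast and extracellular matrix genes, COL1A2 was the only member to pass the criterion, and the mean log2 fold change was 0.24 (camera adjusted p = 0.0339; adjusted p = 0.593 with an estimated correlation). FBLN1, fibulin, joined COL1A2 when p was adjusted over the list alone, and COL3A1 had the opposite sign, -0.44 (standard error 0.17).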

Changes in *CEBPB *(CCAAT/enhancer-binding protein beta) expression in IR animals may be functionally important as this gene is involved in the regulation of inflammatory responses [25]. 

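At day 56 most T cell markers had lower means in IR than in OUT, although the piglets of both groups overlapped. Among other immune genes LY96, the partner of TLR4 in sensing endotoxin, fell by 1.59 on the log2 scale (standard error 0.44), LCP1, an actin-bundling protein of leukocytes, by 1.26 (standard error 0.37), and TEC, a tyrosine kinase of T cell signalling, by 1.07 (standard error 0.33). Exact permutation p-values of these 3 were 0.0152, 0.0195 and 0.00649 (n = 6 piglets per group). T cell receptor alpha (TCA_HUMAN) had a log2 fold change of -1.79 (standard error 0.79), CD8A -1.26 (standard error 0.54), TRGV9 -1.12 (standard error 0.43), LCP2 -1.24 (standard error 0.50) and CXCL9 -1.62 (standard error 1.05), and these 5 did not pass the criterion. Of 21 T cell markers fixed as a list, 18 had values below 0 and 1 passed, CD247 of the T cell receptor complex, at -1.52 (standard error 0.52). CD3E had -0.92 (standard error 0.34) and LCK, a kinase of the same receptor, -1.20 (standard error 0.47). The mean log2 fold change of the list was -0.57 (camera adjusted p = 2.94e-06; adjusted p = 0.416 with an estimated correlation). With limma 0 members passed when adjusted over the list alone and 8 had an unadjusted p under 0.05. B cell and plasma cell markers moved with them, with a mean of -0.65 over 5 genes (camera adjusted p = 0.0107, and adjusted p = 0.27 with an estimated correlation), and JCHAIN of secreted immunoglobulin and TNFRSF17 of plasma cells passed when adjusted over the list alone. Per piglet the T cell list averaged 4.90 ± 0.60 in IR and 5.47 ± 0.53 in OUT (SD, n = 6, exact permutation p = 0.113).

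**Figure D3:**
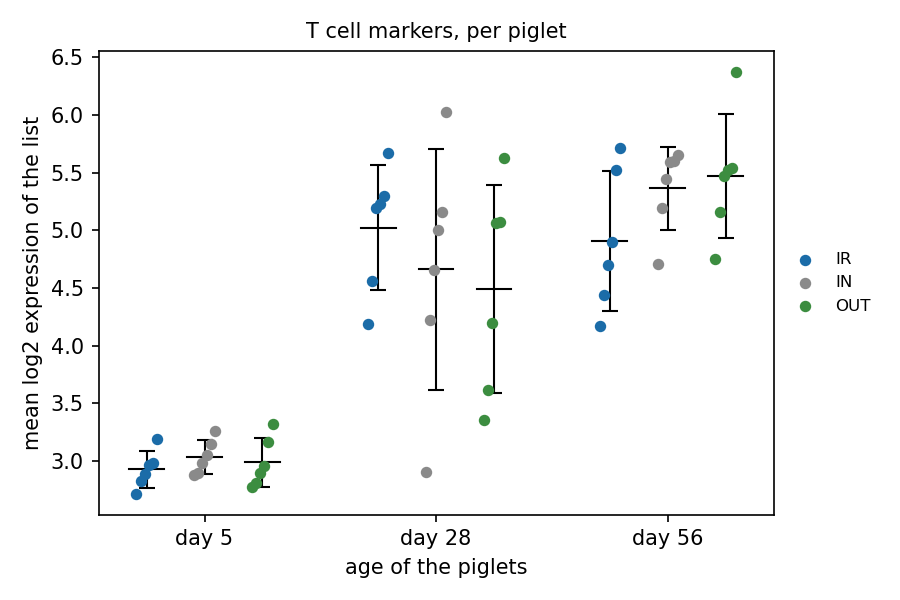
Mean log2 expression of 21 T cell markers (vertical axis) in IR, IN and OUT piglets at days 5, 28 and 56 (horizontal axis), 1 point per piglet, with the mean as a line and the SD as bars. At day 56 the IR mean is 4.90 and the OUT mean 5.47, and the piglets of both groups overlap.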

Notably, a group of T-cell-related genes was increased in OUT animals, including *TCA_HUMAN*, *LY96*, *CD8A*, *TRGV9*, *LCP1*, *LCP2*, *CXCL9 *and *TEC*, all of which are involved in T cell signalling, expansion, activation and trafficking. 

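EGR1, an immediate-early transcription factor, was 2.79-fold lower in IR at day 56 (log2 fold change -1.48, standard error 0.32, n = 6 piglets per group, exact permutation p = 0.00649). The polymeric immunoglobulin receptor PIGR, which carries IgA across the epithelium, fell by 1.31 on the log2 scale (standard error 0.37). PIK3CG, a phosphoinositide kinase of leukocytes, had a log2 fold change of -1.05 (standard error 0.37, exact permutation p = 0.0498, n = 6) and did not pass. It did so under 8 of the other settings, among them the arrays weighted by quality.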

Other highly expressed transcripts in the OUT group included *EGR1*, *SELL *(important for leukocyte-endothelial cell interactions), *PIGR *(poly-Ig receptor) and *PIK3CG*.

Consistently, *PDK4 *was higher in the OUT group compared to the IR group at all three time-points. 

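PDK4 was lower in IR than in OUT at each of the 3 days. It stood at 5.73 ± 1.16 in IR and 7.40 ± 0.89 in OUT at day 5 (SD, n = 6 piglets per group, exact permutation p = 0.026), 3.19-fold lower. At day 28 the levels were 4.94 ± 0.96 and 8.48 ± 0.96, and every IR piglet lay below every OUT piglet (n = 6, exact permutation p = 0.00216). At day 56 they were 7.00 ± 1.47 and 8.93 ± 0.38, 3.82-fold lower (n = 6, exact permutation p = 0.00433). A second PDK4 probeset had log2 fold changes of -1.22, -3.08 and -1.88 at the 3 days and passed the criterion at days 28 and 56. No other probeset passed at all 3 days.

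**Figure D4:**
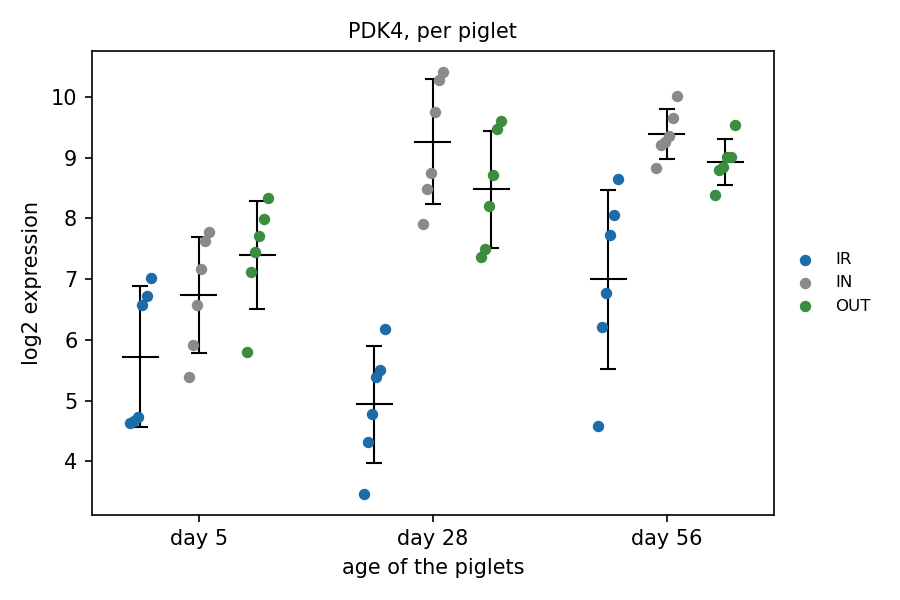
Log2 expression of PDK4 (vertical axis) in IR, IN and OUT piglets at days 5, 28 and 56 (horizontal axis), 1 point per piglet, with the mean as a line and the SD as bars. The IR means are 5.73, 4.94 and 7.00 and the OUT means 7.40, 8.48 and 8.93.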

*PDK4 *has an important function in glucose metabolism, and its expression is regulated by glucocorticoids, retinoic acid and insulin; however, its potential relevance in host-microbe interactions is currently unknown.

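Means of immune gene lists lay above OUT at some days and below it at others in IR piglets. Complement genes had a mean log2 fold change of -0.15 over 19 genes at day 5 (camera adjusted p = 0.0112; adjusted p = 0.425 with an estimated correlation) and of 0.27 at day 28 (camera adjusted p = 0.0066; adjusted p = 0.509 with an estimated correlation). CFD, which starts the alternative complement pathway, was the gene lower at day 5 when adjusted over the list alone, at -0.45 (standard error 0.12). Chemokine genes had a mean of -0.44 at day 56 (camera adjusted p = 0.00873; adjusted p = 0.416 with an estimated correlation), and CCR9, the receptor that guides lymphocytes to the small intestine, stood at -1.52 (standard error 0.58) without passing the criterion. The chemokine list differed between days 28 and 56 by 1.03 (p = 0.00075 when piglets were shuffled within days, a permutation test, and 0.00788 after adjustment over 21 such tests, while camera with an estimated correlation gave an adjusted p of 0.202). Myeloid cell markers had a mean of -0.35 at day 5 (camera adjusted p = 0.0321; adjusted p = 0.464 with an estimated correlation) and -0.21 at day 56 (camera adjusted p = 0.0339; adjusted p = 0.416 with an estimated correlation). For T cell markers the mean at day 28 was 0.53 (camera adjusted p = 0.000874; adjusted p = 0.647 with an estimated correlation). OUT replicates 1 and 2 had T cell list means of 3.36 and 3.62 at that day. The other OUT piglets lay at 4.20 to 5.63, against 4.19 to 5.67 in IR. Piglet means of these lists had exact permutation p-values of 0.556 and 0.0238 for complement at days 5 and 28, 0.134 for chemokines at day 56, 0.541 and 0.136 for myeloid markers at days 5 and 56 and 0.236 for T cell markers at day 28 (n = 6). Of all 26 lists, 16 passed with camera at day 5, 10 at day 28 and 15 at day 56.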

Biological pathway analysis revealed that a large number of *Immune response *pathways were affected (Table 3 and Figure 7A). Other highly represented pathways included *G-protein *and *Congenital, hereditary and neonatal diseases and abnormalities*. Consistent with the analysis of individual gene data, the pathway for *Immune response-IFN alpha/beta signalling *was increased at day 28 and day 56 in the IR group compared to the OUT group. 

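Type I interferon-induced genes had like means in IR and OUT at day 56. The mean log2 fold change of the 36 genes was 0.05 and the median -0.05, with 16 genes above 0 (camera adjusted p = 0.909, and adjusted p = 0.984 with an estimated correlation). None passed the criterion, and 2 had an unadjusted p under 0.05 in limma. OAS1, which senses double-stranded RNA, had a log2 fold change of 1.78 (standard error 0.80), viperin -0.48 (standard error 1.16) and IRF7 -0.45 (standard error 1.16). Piglets of the IR group fell apart, with replicates 5 and 6 at list means of 10.14 and 10.16 and the other 4 at 6.77 to 7.45. The group mean was 8.15 ± 1.57 against 8.10 ± 0.79 in OUT (SD, n = 6, exact permutation p = 0.965). Without replicate 5 or without replicate 6 the mean log2 fold change was -0.35 or -0.36. At day 28 the corresponding spread was from 7.12 and 7.61 in IR replicates 2 and 1 to 10.08, and from 6.65 to 8.94 in OUT.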

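The genes of MHC class I antigen presentation had higher means in IR than in OUT at days 5 and 28. At day 5 the mean log2 fold change over 15 genes was 0.36, with 14 above 0 (camera adjusted p = 0.00169; adjusted p = 0.396 with an estimated correlation). TAP1, the peptide transporter, had a log2 fold change of 1.16 (standard error 0.62) and PSME1, a subunit of the proteasome activator, 0.49 (standard error 0.15). At day 28 the mean was 0.55, with 13 above 0 (camera adjusted p = 8.77e-07; adjusted p = 0.323 with an estimated correlation). SLA-8, a class I heavy chain of the pig, had 0.99 (standard error 0.34) and SLA-3 0.70 (standard error 0.36). At day 56 the mean was -0.12, with 5 genes above 0 (camera adjusted p = 0.247; adjusted p = 0.786 with an estimated correlation). By the criterion 0 of the 15 passed at any day with limma, and 2, 2 and 0 had an unadjusted p under 0.05 at days 5, 28 and 56. Each gene was represented by 1 probeset. A probeset outside the list, which the platform assigns to B2M and the study lists as HBA1, was lower in IR at day 5 and passed. Piglet means of the list differed at day 28, at 10.55 ± 0.18 against 10.00 ± 0.55 (SD, n = 6, exact permutation p = 0.0238). OUT replicates 1 and 2 stood at 9.58 and 9.09 there. The other OUT piglets lay at 10.16 to 10.52, against 10.33 to 10.78 in IR. The exact permutation p was 0.171 at day 5 and 0.563 at day 56. The difference between days 28 and 56 was 0.66 (permutation p = 0.0243, or 0.128 after adjustment). Without IR replicate 1 the mean at day 5 was 0.22 and did not pass. At that day IR replicates 1 and 2 stood at list means of 10.14 and 10.04. The other IR piglets lay at 9.00 to 9.20, within the OUT range of 8.79 to 9.28.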

*Immune response-Antigen presentation by MHC class l *was affected at all three time-points and also higher in IR compared to OUT. Gene Ontology (GO)-enrichment analysis (Table 4) further confirmed these findings. While a number of GO categories were consistently affected by treatment, including *Immune response *(GO:0002376), the major biological process affected was *Antigen processing and presentation *(GO:0019882). Other affected GO-processes were *Antigen processing and presentation of peptide antigen via MHC class I *(GO:0002474), *Antigen processing and presentation of peptide antigen *(GO:0048002) and *Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II *(GO:0002504).

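MHC class II genes, which present peptides to helper T cells, had higher means in IR at day 28 and lower means at day 56. At day 28 all 12 had a log2 fold change above 0, with a mean of 0.42 (camera adjusted p = 0.000102; adjusted p = 0.323 with an estimated correlation). SLA-DMA, which loads peptides onto class II molecules, had 0.53 (standard error 0.22) and IFI30, a thiol reductase of antigen processing, 0.58 (standard error 0.20). At day 56 the mean was -0.36, with 2 genes above 0 (camera adjusted p = 0.00873; adjusted p = 0.467 with an estimated correlation), and CIITA, the master regulator of class II genes, stood at -0.59 (standard error 0.33). At day 5 the mean was -0.14 (camera adjusted p = 0.0693; adjusted p = 0.464 with an estimated correlation), where SLA-DMA had 0.82 (standard error 0.27) and SLA-DQA1 -0.85 (standard error 0.32). With limma 0 of the 12 passed the criterion at any day, and 5, 2 and 1 had an unadjusted p under 0.05 at days 5, 28 and 56.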

**Figure 7:**
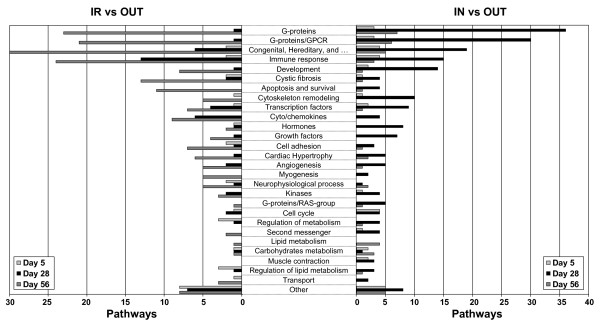
**MetaCore pathway analysis of differentially expressed genes of animals housed in different environments**. Differentially expressed genes (*P *< 0.05) were imported into GeneGo MetaCore analytical software to determine significantly enriched canonical pathways in each group. Data represent the distribution in cell process categories of statistically significantly enriched pathways (*P *< 0.05) of the comparisons IR vs OUT **(A) **and IN vs OUT **(B)**. Most pathways from both comparisons group into five categories: G-proteins; G-protein coupled receptor; congenital, hereditary and neonatal diseases and abnormalities; immune response; and development. Note that there is redundancy in category allocation.

**Table 3:** MetaCore pathway analysis of differentially expressed genes of the treatment comparison IR versus OUT.

**Day 5 IR vs OUT**	***P*-value**	Significant*	Total**
Cholesterol Biosynthesis	5.574E-13	15	21
Oxidative phosphorylation	0.00002	21	99
Vitamin B6 metabolism	0.00412	3	5
Cell adhesion_Gap junctions	0.00536	6	22
Regulation of lipid metabolism_Insulin regulation of fatty acid methabolism	0.00770	9	46
Regulation of lipid metabolism_Regulation of lipid metabolism via LXR, NF-Y and SREBP	0.00820	7	31
Cytoskeleton remodeling_Neurofilaments	0.01043	6	25
Ubiquinone metabolism	0.01169	9	49
Immune response_Antigen presentation by MHC class I	0.0127	6	26
Cell adhesion_Endothelial cell contacts by junctional mechanisms	0.0127	6	26
			
**Day 28 IR vs OUT**	***P*-value**	Significant*	Total**
Cholesterol Biosynthesis	0.00000	10	21
Immune response_Antigen presentation by MHC class I	0.00001	10	26
Immune response_Classic complement pathway	0.00003	12	40
Immune response_IFN alpha/beta signalling pathway	0.00005	9	24
Regulation of lipid metabolism_Regulation of lipid metabolism via LXR, NF-Y and SREBP	0.00209	8	31
Immune response_Antiviral actions of Interferons	0.00209	8	31
CFTR folding and maturation (norm and CF)	0.00320	5	14
Immune response_IL-22 signalling pathway	0.00321	8	33
Neurodisease_Parkin disorder under Parkinson's disease	0.00592	7	29
Immune response_Antigen presentation by MHC class II	0.00790	4	11
			
**Day 56 IR vs OUT**	***P*-value**	Significant*	Total**
Immune response_NFAT in immune response	0.00027	15	42
Immune response_Bacterial infections in normal airways	0.00040	14	39
Bacterial infections in CF airways	0.00048	15	44
Immune response_IL-12-induced IFN-gamma production	0.00066	12	32
Immune response_ICOS pathway in T-helper cell	0.00082	13	37
Immune response_CD28 signalling	0.00123	14	43
Cell adhesion_Integrin-mediated cell adhesion and migration	0.00201	14	45
Development_Angiopoietin - Tie2 signalling	0.00250	11	32
Apoptosis and survival_HTR1A signalling	0.00362	12	38
Sphingolipid metabolism/Human version	0.00362	12	38

Differentially expressed genes (*P *< 0.05) were imported into GeneGo MetaCore analytical software to determine the significantly enriched canonical pathways in the treatment comparison IR vs OUT. The top ten pathways for each comparison are shown, with the number of genes assigned to each pathway, and the corresponding *P*-value.

* The number of genes on each map that are differentially expressed in the specific treatment comparison

** The total number of genes on each map

**Table 4:** GO analysis of differentially expressed genes of animals housed in different environments.

		IR vs OUT						IN vs OUT					
GO Category	GO Term	Day 5		Day 28		Day 56		Day 5		Day 28		Day 56	
		Genes*	*P*-value	Genes*	*P*-value	Genes*	*P*-value	Genes*	*P*-value	Genes*	*P*-value	Genes*	*P*-value
GO:0019882	Antigen processing and presentation	62	2.4E-33	28	8.0E-06	26	5.1E-05	25	6.0E-10	26	1.8E-07	26	8.8E-06
GO:0002376	Immune system process	65	3.5E-21	42	4.3E-07	33	0.001	27	1.6E-06	30	5.4E-05	35	2.7E-05
GO:0002474	Antigen processing and presentation of peptide antigen via MHC class I	15	1.6E-08	16	8.6E-10	15	7.8E-09	14	3.0E-11	15	1.5E-10	15	2.2E-09
GO:0048002	Antigen processing and presentation of peptide antigen	15	1.6E-08	16	8.6E-10	15	7.8E-09	14	3.0E-11	15	1.5E-10	15	2.2E-09
GO:0006955	Immune response	54	1.8E-16	31	4.7E-04			16	0.021			24	0.015
GO:0002504	Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II	36	1.5E-17										
GO:0050896	Response to stimulus	57	3.5E-07	41	0.018								
GO:0006412	Translation									13	0.002		
GO:0006807	Nitrogen compound metabolic process			9	0.007	8	0.021						
GO:0030163	Protein catabolic process			5	0.008								

Differentially expressed transcripts (*P *< 0.05) are shown assigned to the GO-category 'Biological Process'. The top ten GO-categories are shown. The number of transcripts for each function is shown, with the corresponding *P*-value.

*Genes involved in the specific GO-category

### Effects of housing environment on gene expression

Differences in ileal mucosa-adherent microbial composition between the IR group and the OUT group were associated with large host-specific transcriptional differences in the ileum. 

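Fatty acid synthesis was the gene group that differed most firmly between IR and OUT piglets. Its 10 measured genes had a mean log2 fold change of 1.03 at day 5, and every IR piglet lay above every OUT piglet in the mean of the list, 6.15 ± 0.34 against 5.12 ± 0.18 (SD, n = 6 piglets per group, exact permutation p = 0.00216). SCD, FASN and SREBF1, the transcription factor that controls lipid synthesis, passed the criterion, SREBF1 with a log2 fold change of 1.23 (standard error 0.37), and 4 genes passed when adjusted over the list alone. This list held with camera (adjusted p = 3.99e-06), with an estimated correlation (adjusted p = 0.00672) and with fry (adjusted p = 0.000164). At day 28 the mean was 0.75 and every IR piglet again lay above every OUT piglet (camera adjusted p = 0.000118; adjusted p = 0.268 with an estimated correlation). At day 56 it was 0.55, with 0 genes past the criterion and 3 with an unadjusted p under 0.05 in limma (camera adjusted p = 0.00969; adjusted p = 0.416 with an estimated correlation). Piglet means at that day gave an exact permutation p of 0.0693, or of 0.0463 within blocks by number in twos, a test chosen after the data were seen. An IR array of that day has no number in its label, so its block is not certain. Oxidative phosphorylation genes had a mean of 0.26 at day 5, with 61 of 63 above 0 (camera adjusted p = 6.74e-10; adjusted p = 0.396 with an estimated correlation), and ribosomal protein genes of -0.14 at day 56, with 1 of 59 above 0 (camera adjusted p = 8.8e-11; adjusted p = 0.416 with an estimated correlation). From these expression differences and the 16S rRNA gene libraries, the paper states that microbial composition was associated with large transcriptional differences. The IR piglets received milk replacer until day 28 while OUT piglets suckled, so diet, isolator, antibiotics and microbiota cannot be told apart here. Between IR and IN the fatty acid synthesis list differed by 1.10 and 1.07 at days 5 and 28 (exact permutation p = 0.00216 at each). Between IN and OUT it differed by -0.06 and -0.32 (exact permutation p = 0.684 and 0.292).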

We next set out to assess whether the microbial differences associated with the IN and OUT environments had a similar impact on the gut transcriptome of the pig. While the number of differentially expressed genes between IN and OUT housed animals was smaller than between the treatment extremes (i.e. IR and OUT), similar trends could be discerned.

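Few of the genes that differed between IR and OUT did so between IN and OUT. At day 5 both comparisons shared 3 calls in the same direction, among them C17orf27 (RNF213), a ubiquitin ligase, and the zinc finger gene ZNF507. At day 28 they shared 2, GPNMB, which was higher, and PMP22, which was lower than in OUT. At day 56 they shared 8, among them AGT, CLEC3B, CYP2C18, CYP2C49 and SLC23A1. Over all probesets the log2 fold changes of both comparisons correlated at r = 0.48, 0.22 and 0.52 at days 5, 28 and 56, where groups simulated without any change gave 0.50, because both are measured against the same 6 OUT arrays. Those simulations also gave 6.3, 6.7 and 4 shared calls. With the OUT arrays split 3 and 3, so that no array was shared, the median correlations were -0.13, -0.13 and 0.05. The correlations are across probesets, which are not independent replicates. The paper states that fewer genes differed between IN and OUT and that similar trends could be discerned.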

In the neonatal pig, the expression levels of 13 probesets were differentially expressed between the IN and OUT animals (Figure 6 and Additional file 2D). 

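C17orf27, which encodes the ubiquitin ligase RNF213, had a log2 fold change of 1.55 between IN and OUT at day 5 (standard error 0.37), and ZNF507 had a log2 fold change of 2.01. IL18, a cytokine of epithelium and macrophages, fell by 1.35 on the log2 scale (standard error 0.43). Over all 6 IN arrays 12 probesets for 8 named genes passed the criterion, 5 higher and 7 lower in IN. The fold changes of Additional file 2 are returned by a fit of IN and OUT alone without IN replicate 6, with arrays blocked by number in twos, found after the data were seen. In this fit 9 probesets were higher and 4 lower, while the paper states 6 piglets per group and mentions no array left out. The count was 7 without IN replicate 2 or without OUT replicate 3, 23 without OUT replicate 2, 20 without OUT replicate 4, and 29 with all 9 groups in a single fit. Markers of endothelium had a mean log2 fold change of -0.63 (camera adjusted p = 0.000903; adjusted p = 0.854 with an estimated correlation), and the array of OUT replicate 3, which stands apart, is part of this comparison too.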

Nine genes were higher in IN animals, and this included *CXCL9*, which is involved in T cell trafficking. 

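CXCL9, the interferon-induced chemokine that attracts T cells, stood at 4.61 ± 0.79 on the log2 scale in IN and at 3.60 ± 0.63 in OUT at day 5 (SD, n = 6 piglets per group, exact permutation p = 0.039). The log2 fold change of 1.01 (standard error 0.98) did not pass the criterion. In the fit of IN and OUT alone without IN replicate 6, with arrays blocked by number in twos and found after the data were seen, it was 1.05 (standard error 0.27) and passed. IN replicate 6 stood at 5.20.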

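The transferrin receptor TFRC, through which cells take up iron, was lower in IN than in OUT at day 5, at 6.73 ± 1.05 against 8.89 ± 1.25 on the log2 scale (SD, n = 6 piglets per group, exact permutation p = 0.00433). This 4.47-fold lower level (log2 fold change -2.16, standard error 0.68) passed the criterion. Without IN replicate 6, which stood at 7.94, in a fit of IN and OUT alone with arrays blocked by number in twos, found after the data were seen, the log2 fold change was -2.32 (standard error 0.62).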

Four genes showed higher expression in OUT animals, including *TFRC*.

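At weaning, the genes that differed most between IN and OUT included GPNMB, a glycoprotein of macrophages, with a log2 fold change of 2.37, and ECE2, an endothelin-converting enzyme, with -2.21. OVOL1, a transcription factor of epithelium, fell by 1.49 on the log2 scale (standard error 0.28). Over all 6 IN arrays 46 probesets for 28 named genes passed the criterion, 15 higher and 31 lower in IN. Epithelial markers had a mean log2 fold change of -0.30 over 30 genes, with VIL1 of the brush border at -0.52 (camera adjusted p = 2.77e-05; adjusted p = 0.722 with an estimated correlation), smooth muscle markers -0.40 (camera adjusted p = 6.57e-05; adjusted p = 0.805 with an estimated correlation) and ribosomal protein genes 0.14 (camera adjusted p = 7.47e-15; adjusted p = 0.722 with an estimated correlation). The fold changes of Additional file 2 are returned by a fit of IN and OUT alone without IN replicate 5, with arrays blocked by number in twos, found after the data were seen. Leaving out IN replicate 1, 2 or 4 changed the count to 118, 23 or 86, leaving out OUT replicate 4 or 5 to 26 or 29, and with only IN and OUT in the fit it was 28. IN replicate 3 had the lowest mean correlation with its group, 0.935. Its T cell list mean was 2.91, against 4.22 to 6.02 in the other IN piglets and 2.72 to 3.32 over all groups at day 5. On the first principal component, the main axis of variation among arrays, it stood at 75.2. Other day 28 arrays lay at -63.32 to 33.27. Day 5 arrays lay at 48.29 to 95.82, except IR replicates 1 and 2 and OUT replicate 3, which were lower. Its PDK4 level of 8.49 lay above the day 5 arrays, the highest of which was 8.34. The cause was not tested. Without this piglet the count was 40.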

In weaning animals, 42 genes were differentially expressed between the two rearing environments (Figure 6 and Additional file 2E). 

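TAFA2, a secreted protein of the chemokine-like FAM19 family, was higher in IN than in OUT at day 28 by a log2 fold change of 1.26 (standard error 0.26). CCR1, a receptor for inflammatory chemokines on monocytes, had 1.79 (standard error 0.49) and CXCR4, the receptor of CXCL12, 1.58 (standard error 0.67). Over 6 piglets per group the exact permutation p was 0.00433 for TAFA2, 0.00649 for CCR1 and 0.0823 for CXCR4 (n = 6), and CXCR4 did not pass the criterion. A fit of IN and OUT alone without IN replicate 5, with arrays blocked by number in twos and found after the data were seen, gave 1.21, 1.85 and 1.97 (standard errors 0.31, 0.56 and 0.60), and all 3 passed. IN replicate 5 stood at 7.36, 3.77 and 8.80 for the 3 genes, where the other 5 averaged 7.27 ± 0.73, 4.98 ± 1.5 and 9.39 ± 1.72 (SD). The platform names the TAFA2 probeset LOC100518827.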

Twelve transcripts were higher in IN animals, including *TAFA2 *(distantly related to *CCL3*), *CCR1 *and *CXCR4*. 

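PMP22, the membrane protein of epithelial junctions, was lower in every IN piglet than in any OUT piglet at day 28 (n = 6 per group, exact permutation p = 0.00216). Its log2 fold change was -1.61 (standard error 0.37), and it passed the criterion. TJP4, a junction protein also named JEAP or AMOTL1, had -0.99 (standard error 0.22), CNKSR1, a scaffold of Ras signalling, -0.73 (standard error 0.34), and LTBR, the lymphotoxin beta receptor that directs lymphoid organ formation, -0.78 (standard error 0.32). These 3 did not pass over 6 piglets per group, with exact permutation p = 0.00649, 0.0974 and 0.0411 (n = 6). By the fit of IN and OUT alone without IN replicate 5, with arrays blocked by number in twos and found after the data were seen, PMP22 had -1.52 (standard error 0.36), TJP4 -1.01 (standard error 0.29), and CNKSR1 -1.06 (standard error 0.29), and these and LTBR passed. IN replicate 5 stood at 8.26 for PMP22, 3.72 for TJP4, 5.84 for CNKSR1 and 8.91 for LTBR. The mean of the other 5 was 9.12 ± 0.72, 3.56 ± 0.41, 4.46 ± 0.46 and 8.09 ± 0.46 (SD).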

Of the 30 genes that were higher in the OUT group, genes of interest included *PMP22*, *CNKSR1*, *TJP4 *and *LTBR *(all increased between two- and three-fold).

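Most genes of fatty acid use had higher means in IN than in OUT at day 56. PLIN2, which coats lipid droplets, rose by 1.86 on the log2 scale (standard error 0.36), CPT1A, which admits fatty acids to mitochondria, by 1.26 (standard error 0.31), SLC25A20, the carnitine carrier, by 1.27 (standard error 0.35) and ECI2, an enoyl-CoA isomerase, by 1.00 (standard error 0.33). Of 24 genes of fatty acid oxidation and ketone synthesis 21 had values above 0, 4 passed the criterion and 6 when adjusted over the list alone, with a mean log2 fold change of 0.41 (camera adjusted p = 1.46e-07; adjusted p = 0.557 with an estimated correlation). The piglet means of this list were 8.89 ± 0.15 in IN and 8.48 ± 0.23 in OUT (SD, n = 6, exact permutation p = 0.00649). PCDH15, a cadherin of sensory hair cells, had the largest log2 fold change of the named genes, 3.86 (standard error 0.70), and GPD1, of glycerol metabolism, had 1.88. In all 66 probesets for 53 named genes passed, 52 higher and 14 lower in IN. The count was 38 without IN replicate 4, 113 without IN replicate 6, 43 without OUT replicate 2 and 158 without OUT replicate 3. It was 104 with arrays blocked by label number, a fit that also left out the 2 unnumbered arrays. With numbered arrays only it was 54.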

The largest differences in gene expression were observed at day 56, when 71 genes were differentially expressed between the treatments (Figure 6 and Additional file 2F). Transcripts increased in IN animals (60 probesets in total) included three Type 1 IFN-inducible genes (*IFRD1*, *OAS1 *and *IFIT2*). 

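OAS1, the interferon-induced sensor of double-stranded RNA, was 5.52-fold higher in IN than in OUT at day 56 (log2 fold change 2.47, standard error 0.80, n = 6 piglets per group, exact permutation p = 0.0216). IFIT2 had a log2 fold change of 3.06 (standard error 1.42) and IFRD1 one of 1.16 (standard error 0.47), and neither passed the criterion (n = 6, exact permutation p = 0.0411 and 0.0455). Of the 36 type I interferon-induced genes 34 had values above 0 and OAS1 alone passed, with a mean log2 fold change of 0.99 (camera adjusted p = 2.65e-06; adjusted p = 0.601 with an estimated correlation). Adjusted over the list alone 0 passed in limma, while 3 had an unadjusted p under 0.05, and the list holds genes the study named from these arrays. IN piglets averaged 9.10 ± 0.82 over the list (SD, n = 6, exact permutation p = 0.0649 against OUT).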

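Lysozyme LYZ, which cleaves bacterial cell walls, stood at 7.56 ± 1.49 on the log2 scale in IN and 4.77 ± 1.76 in OUT at day 56 (SD, n = 6 piglets per group, exact permutation p = 0.0216). Elafin PI3, an inhibitor of neutrophil elastase with antibacterial activity, stood at 10.97 ± 1.26 and 8.20 ± 1.12 (n = 6, exact permutation p = 0.00433), and both passed the criterion. BPI, which binds endotoxin of Gram-negative bacteria, had a log2 fold change of 1.55 (standard error 0.59) on the probeset of Additional file 2, which did not pass, and of 1.75 (standard error 0.50) on another, which did. Of 15 antimicrobial and mucosal defence genes with a platform symbol PI3 passed, 10 had values above 0 and the mean log2 fold change was 0.56 (camera adjusted p = 0.139; adjusted p = 0.557 with an estimated correlation). DMBT1, a mucosal scavenger receptor, had 2.11 (standard error 0.97) and did not pass. Piglet means of the list were 6.54 ± 0.22 in IN and 5.98 ± 0.24 in OUT (SD, n = 6, exact permutation p = 0.00433), and 3 of the 15 genes were named by the study from these arrays.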

The antibacterial peptide genes *LYZ *(Lysozyme C precursor), *PI3 *(elafin precursor) and *BPI *(bactericidal permeability-increasing protein precursor) were increased 6.92-, 6.8- and 2.93-fold, respectively, in IN animals compared to OUT animals and may contribute to the observed differences in microbiota composition between these groups. Furthermore, these peptides appear to maintain gut homeostasis as evidenced by their aberrant expression in Crohn's Disease [26] and Ulcerative Colitis [27]. *CCL*8 (a monocyte chemotactic protein) was also higher in the IN group. 

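CCL8 stood at 4.88 ± 0.86 on the log2 scale in IN and 3.59 ± 0.92 in OUT at day 56 (SD, n = 6 piglets per group, exact permutation p = 0.0519). The log2 fold change of 1.28 (standard error 0.45) did not pass the criterion. It passed without dim probesets, with an intensity trend and with the moderated F-test. Over 25 chemokine and chemokine receptor genes the mean log2 fold change was 0.15 (adjusted p = 0.535 with camera of limma), and CCL24, an attractant of eosinophils, had 0.80 (standard error 0.32).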

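PMP22 at day 56 had a level of 9.44 ± 0.18 on the log2 scale in IN and 10.76 ± 0.92 in OUT (SD, n = 6 piglets per group, exact permutation p = 0.0152). The log2 fold change of -1.32 (standard error 0.51) did not pass the criterion. It passed with all 9 groups in a single fit, with only IN and OUT in the fit, and in the fit of IN and OUT alone with arrays blocked by number in twos, a setting chosen after the data were seen.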

Some of the 11 genes increased in OUT animals were *PMP22 *and *SELL*, in accordance with the observations from the IR and OUT comparison.

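Few immune gene lists separated IN from OUT. Of 26 lists 8 passed with camera at day 5, 4 at day 28 and 7 at day 56, and 0 with an estimated correlation or with fry. Among immune lists, type I interferon-induced genes passed at day 5, with a mean log2 fold change of 0.30 and 28 of 36 above 0 (camera adjusted p = 0.00739; adjusted p = 0.854 with an estimated correlation), and at day 56, with 0.99 (camera adjusted p = 2.65e-06; adjusted p = 0.601 with an estimated correlation), and stood at 0.27 at day 28 (camera adjusted p = 0.278). At day 28 IN replicate 3 had a list mean of 5.60 and the other IN piglets lay at 7.87 to 9.74. Without that piglet the list passed with camera. OUT replicates 1 and 2 were also low there, at 7.07 and 6.65. Complement genes also passed at day 56, with a mean of 0.18 over 19 genes (camera adjusted p = 0.0246; adjusted p = 0.557 with an estimated correlation). There C5, from which an inflammatory peptide is released, rose by 1.04 on the log2 scale (standard error 0.24), and C9 of the membrane attack complex passed beside it when adjusted over the list alone. MHC class I genes had means of 0.09, -0.10 and 0.21 at days 5, 28 and 56 and T cell markers 0.05, 0.17 and -0.11, and neither list passed at any day. Cholesterol synthesis genes had a mean of -0.43 at day 5 (camera adjusted p = 0.0367; adjusted p = 0.854 with an estimated correlation) and of 0.70 at day 56 (camera adjusted p = 1.67e-05; adjusted p = 0.557 with an estimated correlation), where SQLE rose by 1.54 (standard error 0.53). Epithelial markers had a mean of 0.26 at day 56, with CLDN3 at 0.81 (camera adjusted p = 0.000133; adjusted p = 0.557 with an estimated correlation).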

The most affected pathways belonged to *Immune response*, *G-protein *and *Congenital, hereditary, and neonatal diseases and abnormalities *(Table 5 and Figure 7B), as observed previously in the treatment extremes comparison.

**Table 5:** MetaCore pathway analysis of differentially expressed genes of the treatment comparison IN versus OUT.

Day 5 IN vs OUT	*P*-value	Significant*	Total**
Transcription_Ligand-Dependent Transcription of Retinoid-Target genes	0.00022	7	32
G-protein signalling_G-Protein alpha-s signalling cascades	0.00473	5	28
Transcription_CREM signalling in testis	0.00626	4	19
Proteolysis_Putative ubiquitin pathway	0.01076	4	22
Immune response_PGE2 signalling in immune response	0.01102	5	34
Development_Lipoxin inhibitory action on PDGF, EGF and LTD4 signalling	0.01468	4	24
Inhibitory action of Lipoxin A4 on PDGF, EGF and LTD4 signalling	0.01468	4	24
Cell cycle_Initiation of mitosis	0.01694	4	25
Cell cycle_Regulation of G1/S transition (part 1)	0.01748	5	38
Muscle contraction_GPCRs in the regulation of smooth muscle tone	0.02082	6	54
			
**Day 28 IN vs OUT**	***P*-value**	Significant*	Total**
Cytoskeleton remodeling_CDC42 in cellular processes	0.00013	7	22
Oxidative stress_Role of ASK1 under oxidative stress	0.00013	7	22
Immune response_Histamine H1 receptor signalling in immune response	0.00028	9	40
Development_VEGF signalling and activation	0.00044	8	34
Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling	0.00079	15	107
Cytoskeleton remodeling_Cytoskeleton remodeling	0.00079	14	96
Immune response_IL-3 activation and signalling pathway	0.00108	7	30
Immune response_Histamine signalling in dendritic cells	0.00118	8	39
Development_TGF-beta receptor signalling	0.00135	9	49
Signal transduction_Activation of PKC via G-Protein coupled receptor	0.00267	8	44
			
**Day 56 IN vs OUT**	***P*-value**	Significant*	Total**
Peroxisomal branched chain fatty acid oxidation	0.00004	8	22
Cholesterol Biosynthesis	0.00024	7	21
Neurophysiological process_Dopamine D2 receptor transactivation of PDGFR in CNS	0.00068	6	18
Propionate metabolism p.1	0.00196	5	15
Development_Angiotensin signalling via beta-Arrestin	0.00281	6	23
G-protein signalling_G-Protein alpha-12 signalling pathway	0.00448	7	33
Delta508-CFTR traffic/ER-to-Golgi in CF	0.00783	4	13
G-protein signalling_Rap2B regulation pathway	0.00783	3	7
Development_Mu-type opioid receptor signalling via Beta-arrestin	0.00962	5	21
Mitochondrial unsaturated fatty acid beta-oxidation	0.01709	4	16

Differentially expressed genes (*P *< 0.05) were imported into GeneGo MetaCore analytical software to determine the significantly enriched canonical pathways in the treatment comparison IN vs OUT. The top ten pathways for each comparison are shown, with the number of genes assigned to each pathway, and the corresponding *P*-value.

* The number of genes on each map that are differentially expressed in the specific treatment comparison

** The total number of genes on each map

### Real-time quantitative PCR to analyze differentially expressed genes

Real-time PCR was performed for *CCL28*, *CCL8*, *CXCL12*, *CXCL9*, *CXCR4*, *IFIT2*, *FKBP5*, *IRF7*, *IRP6*, *MT1J*, *MX*, *PDK4*, *PI3, SELL*, *SQLE *and *TFRC*. These genes were selected from the gene expression data set both because they showed significant changes and because of their involvement in key immune system pathways. Verification of the true differential expression between treatment groups of these genes by Real-time PCR was therefore considered essential for further biological interpretation.

The subsequent correlation between Affymetrix microarray and Real-time PCR data (R^2 ^= 0.8405; *P *< 0.001; Figure 8) was positive, further substantiating the biological importance of the selected genes and identified pathways. 

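The array log2 fold changes of 16 genes followed the paper's Real-time PCR values closely over 25 pairs of gene and day. Pearson's r was 0.92 and r squared 0.85 (permutation p = 1e-05, the smallest that 100000 permutations give, and 1.5e-05 adjusted over 3 correlations), and Spearman's rho was 0.92 (permutation p = 1e-05). PDK4 at day 28 and TFRC at day 5 lay farthest from the median, and without them r was 0.91. The same direction was seen in 24 of the 25 pairs, and the array fold change was the larger in 17. The correlation is across genes, which are not independent replicates, and the PCR values are the paper's. From this correlation the paper reasons that the selected genes and pathways are of biological importance.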

Real-time PCR verification for the comparison IR versus OUT showed that direction and magnitude of fold change correlated well with the Affymetrix microarray results (Table 6). 

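All 17 pairs of IR against OUT had the same direction on arrays and by PCR. The metallothionein MT1J, on a probeset that the platform names MT1A, had the highest array fold change, 28.7-fold at day 5, and MX1, an antiviral GTPase, had a log2 fold change of 2.22 (standard error 0.88) at that day. FKBP5, which is induced by glucocorticoids, stood at -0.64 (standard error 0.23), and TFRC at day 28 at 2.78 (standard error 1.08). MX1, FKBP5 and TFRC did not pass the array criterion. Across the 17 pairs, from 12 genes, Pearson's r was 0.96 and Spearman's rho 0.94 (permutation p = 1e-05 for both, the smallest possible). The array value was the larger in 12 pairs.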

In some cases the fold changes detected by Real-time PCR were lower than those observed by microarray analysis.

**Figure 8:**
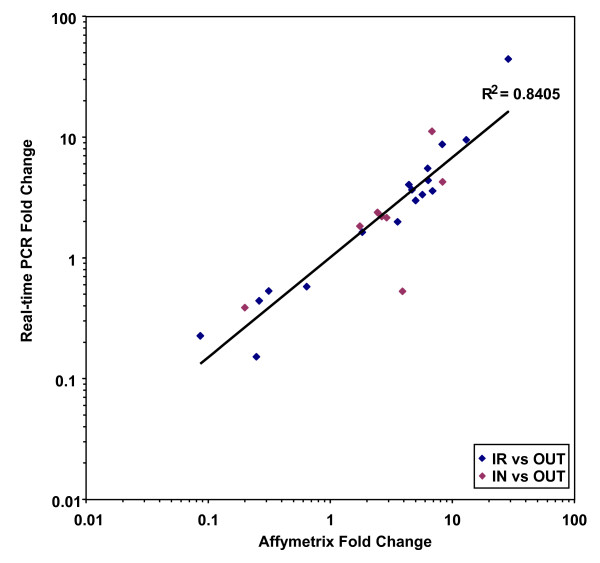
**Scatterplot of concurrence between Affymetrix microarray data and Real-time PCR data**. Correlation between mean fold change values of both comparisons obtained by Affymetrix microarray analysis and Real-time PCR analysis. The diagonal line represents the power trendline (R^2 ^= 0.8405).

**Table 6:** Verification of microarray results by Real-time PCR.

		Real time PCR IR vs OUT					Affymetrix microarray	
Gene	Day	IR*	OUT*	SED**	Fold Change	*P*-value	Fold Change	*P*-value
*FKBP5*	5	5.56 ± 0.76	4.77 ± 0.72	0.42	-1.73	0.092	-1.56	0.014
*IRF7*	5	6.12 ± 1.43	7.70 ± 1.04	0.72	2.99	0.056	5.00	0.003
*IRP6*	5	5.62 ± 2.97	8.75 ± 1.54	1.37	8.71	0.054	8.28	0.008
*MT1J*	5	2.31 ± 3.61	7.78 ± 1.88	1.66	44.33	0.012	28.70	0.002
*MX*	5	6.20 ± 2.35	8.08 ± 0.45	0.98	3.66	0.110	4.67	0.017
*PDK4*	5	9.30 ± 1.13	8.39 ± 0.38	0.49	-1.88	0.111	-3.19	0.005
*SQLE*	5	5.85 ± 1.51	7.59 ± 1.44	0.85	3.34	0.069	5.69	0.044
*CCL8*	28	8.28 ± 0.87	10.29 ± 1.29	0.68	4.04	0.021	4.41	0.000
*CXCL12*	28	4.44 ± 0.23	5.15 ± 0.27	0.14	1.63	0.001	1.83	0.003
*CXCL9*	28	4.91 ± 1.30	7.37 ± 2.36	1.10	5.52	0.057	6.28	0.007
*IRF7*	28	5.21 ± 1.55	6.20 ± 0.70	0.69	1.99	0.196	3.56	0.006
*MT1J*	28	3.33 ± 2.10	6.58 ± 1.58	1.07	9.49	0.014	13.01	0.001
*PDK4*	28	9.75 ± 0.66	7.61 ± 0.78	0.42	-4.43	0.000	-11.62	0.000
*SQLE*	28	5.14 ± 1.12	7.27 ± 2.04	0.95	4.38	0.056	6.34	0.001
*TFRC*	28	5.78 ± 1.38	7.62 ± 0.89	0.67	3.58	0.024	6.88	0.000
*PDK4*	56	8.73 ± 0.54	7.55 ± 0.42	0.28	-2.27	0.002	-3.82	0.007
*SELL*	56	18.82 ± 0.88	16.10 ± 3.29	1.39	-6.60	0.101	-4.03	0.003
		**Real time PCR IN vs OUT**					**Affymetrix microarray**	
**Gene**	**Day**	IN*	OUT*	SED**	**Fold Change**	***P*-value**	**Fold Change**	***P*-value**
*TFRC*	5	9.15 ± 0.64	7.78 ± 1.20	0.56	-2.58	0.041	-5.01	0.005
*CXCR4*	28	9.09 ± 1.01	8.17 ± 1.18	0.63	-1.89	0.177	3.91	0.010
*CCL28*	56	8.61 ± 0.74	9.75 ± 0.95	0.49	2.20	0.044	2.64	0.025
*CCL8*	56	9.19 ± 0.80	10.44 ± 1.31	0.63	2.38	0.080	2.44	0.009
*PI3*	56	5.67 ± 1.26	9.16 ± 1.28	0.82	11.17	0.004	6.80	0.002
*IFIT2*	56	5.63 ± 2.12	7.72 ± 1.79	1.13	4.26	0.095	8.32	0.009
*PDK4*	56	6.68 ± 0.25	7.55 ± 0.42	0.20	1.83	0.002	1.75	0.008
*SQLE*	56	6.30 ± 0.92	7.40 ± 0.93	0.53	2.15	0.065	2.90	0.011

Real-time PCR results at each time-point for the comparisons IR vs OUT and IN vs OUT.

*PCR values are expressed as mean ΔCt ± SD, N = 6.

**Standard error of difference

The differentially expressed genes from the IN versus OUT comparison were examined by Real-time PCR and again correlated well with the Affymetrix microarray results (Table 6). 

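Between IN and OUT 7 of 8 genes had the same direction on arrays and by PCR, namely TFRC at day 5 and CCL28, CCL8, PI3, IFIT2, PDK4 and SQLE at day 56. On the arrays CCL28 had a log2 fold change of 0.32 (standard error 0.32) and PDK4 of 0.46 (standard error 0.49) at that day, and neither passed the criterion. A second CCL28 probeset had 1.40 (standard error 0.51) and a second PDK4 probeset 0.81 (standard error 0.41). Pearson's r over the 8 pairs was 0.74 (exact permutation p = 0.0367) and Spearman's rho 0.62 (exact permutation p = 0.115). Without TFRC and IFIT2, the 2 farthest from the median, r was 0.49 over the other 6.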

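CXCR4 at day 28 was the 1 pair with opposite directions. Over 6 piglets per group its level on the arrays was 9.29 in IN and 7.71 in OUT, a 2.99-fold higher level in IN that did not pass the criterion, and the paper's PCR fold change is -1.89.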

Only *CXCR4 *expression in the IN group showed disagreement between the two platforms, as it was increased using microarray analysis, and decreased using Real-time PCR.

## Discussion

The current study sought to investigate the effects of environmental hygiene on microbial colonization and composition of the gut microbiota. Additionally, transcriptomic profiling was performed to assess the impact of environmental hygiene on gene expression, in particular those genes and pathways associated with immune function. Both indoor and isolator (representing urban lifestyle and high-hygiene status, respectively), and outdoor (representing rural lifestyle and low-hygiene status) conditions were compared using pigs as an experimental model.

Using extensive analysis of 16S rRNA gene libraries our study categorically revealed that early-life environment has a major impact on microbial diversity and that these differences are sustainable throughout adult life. Many of the bacterial phylotypes identified in our study are commonly found in the human and animal gastrointestinal tract [28-30]. Our results also identified that only 3.3% of the clones had less than 97% sequence similarity to existing database entries.

A major finding of the current study was the significant increase in the Firmicutes phylum in sow-reared pigs housed in outdoor environments compared to littermates housed in isolators with daily antibiotic treatment. Within the Firmicutes phylum, the most compelling observation was the abundance of lactobacilli in animals reared in the outdoor environment. Lactobacilli are often associated with the suckling pig and early stages of colonization in the gastrointestinal tract. In this study, the high abundance of lactobacilli in the fecal samples obtained from truly adult sows identified lactobacilli as normal colonizers of the adult pig microbiota in the outdoor environment. Leser *et al*. [28] found similar high-abundance phylotypes associated with the ileum, including *L. amylovorous*, *L. johnsonii *and *L. reuteri*, in pigs from different rearing environments. Our study further revealed that an increase in hygiene status in pigs housed both indoor and in isolators with antibiotic administration was associated with a significant decrease in mucosa-adherent lactobacilli. Affected species included *L. reuteri*, *L. delbrueckii*, *L. amylovorous*, *L. johnsonii *and *L. mucosae*.

The reduced microbial diversity in outdoor animals compared to indoor and isolator housed groups was a somewhat surprising outcome. These outdoor animals were exposed to a huge variety of different bacterial species, as well as fungi, Archaea and viruses, originating from both maternal and environmental sources. The soil especially is hugely abundant in micro-organisms, and estimates of soil diversity show the presence of at least 32 phyla, the dominant members of which are Proteobacteria, Bacteroidetes and Firmicutes [31]. Soil ecosystems potentially provide an important source of microbes for gut colonization of outdoor animals. However, only a selective subset of environmental bacteria colonize the intestine, since we noted that the pig gut microbiota was comprised of a restricted number of phyla, dominated by Bacteroidetes and Firmicutes, consistent with published findings on the diversity of the adult human gut [29]. Current thinking has focussed on the benefits of a highly diverse gut microbiota, as it has long been considered that this confers greater plasticity of the bacterial community to respond to perturbations within the gut ecosystem [17]. Paradoxically, we found that exposure to a large variety of environmental microbes in early life does not generate greater diversity in the adult gut but rather leads to a microbiota that is dominated by a limited number of phyla composed of bacteria with proven health-promoting properties.

Lactobacilli have long been known for their health-promoting effects and they directly limit the prevalence of several intestinal pathogens including *E. coli *and salmonella [32-34]. In this study, *L. reuteri *was one of the most abundant members of the mucosa-adherent microbiota of the outdoor group. Reuterin, a broad-spectrum antimicrobial substance, is produced by *L. reuteri *[35] and inhibits most intestinal bacteria with the exception of *Lactobacillus *strains [36]. Importantly, the greater abundance of *L. reuteri *in the outdoor animals may contribute to the enhanced presence of other *Lactobacillus *species as well as the decreased microbial diversity observed in these animals. A further point meriting comment is the reduced presence of potentially pathogenic phylotypes in outdoor-housed pigs. These phylotypes were clearly present in both indoor and isolator housed animals, although animals showed no overt signs of infection. The specific reduction in Firmicutes, in particular lactobacilli, in these pigs may affect the normal mechanisms of colonization resistance that control potentially pathogenic populations within the gut ecosystem.

Although there has been a major focus on health-promoting probiotic actions of lactobacilli following their introduction as oral supplements, significantly less attention has been paid to the effects of naturally-acquired, gut-colonizing (autochthonous) lactobacilli. Given that immune modulation is dependent on gut colonization, close proximity to the mucosa and host adaptation, naturally-acquired lactobacilli clearly deserve greater attention. Of those species studied, *L. casei*, *L. johnsonii *and *L. plantarum *are strong inducers of IL-12 and/or INF-γ, thereby favouring a Th1 cytokine profile [37,38]. Conversely, *L. reuteri *inhibits the induction of IL-12 and TNF-α and also attenuates *L. casei*-induced IL-12 [38]. A fine balance between Th1-polarising lactobacilli strains and those which counterbalance such responses may be an important factor in maintaining mucosal immune homeostasis and explain the lack of overt Th1 or Th2 responses in outdoor-housed pigs in the current study.

While there was no evidence of Th1/Th2 pathways being affected, we found significant effects of environment on the Type 1 interferon (IFN) signalling pathways. 

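Cytokines and transcription factors of helper T cell types had low means as a list on the arrays, and only IL18 passed the criterion against OUT. Of 24 such genes 0 passed the criterion between IR and OUT at any day, and 1, 0 and 0 had an unadjusted p under 0.05 in limma at days 5, 28 and 56. IFNG, the lead cytokine of Th1 cells, had a log2 fold change of 1.35 (standard error 0.83) at day 28, and GATA3, the regulator of Th2 cells, -0.60 (standard error 0.30) at day 56. The list had a mean log2 fold change of -0.28 at day 5 (camera adjusted p = 0.0281; adjusted p = 0.464 with an estimated correlation), 0.10 at day 28 (camera adjusted p = 0.808) and -0.18 at day 56 (camera adjusted p = 0.00969; adjusted p = 0.416 with an estimated correlation). Piglet means at day 5 were 3.10 ± 0.13 in IR and 3.38 ± 0.74 in OUT (SD, n = 6, exact permutation p = 0.63), where OUT includes the array of replicate 3 that stands apart. Those at day 56 were 3.33 ± 0.08 in IR and 3.51 ± 0.16 in OUT (SD, n = 6, exact permutation p = 0.0346). Between IN and OUT the list passed at no day, and IL18 at day 5 was its 1 member past the criterion. The group means of the list lie below a log2 value of 4, the level used here for dim probesets, where changes are less likely to be seen. The lack of calls is therefore weak evidence that these genes did not differ.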

Isolator-reared pigs exhibited increased gene expression levels of the IFNα/β transcription/signalling factors *IRF7 *and *USP18*. Type 1 IFN signalling induces the expression of a large number of target genes, which in the current study included *MX2*, *G1P2*, *ISG20*, *FAM14A, IFIT2 *and *IFIT3*. Three Type 1 IFN-inducible genes (*IFRD1*, *OAS1 *and *IFIT2*) were increased in indoor-housed animals compared to outdoor-housed animals, indicating that the IFNα/β pathway is directly affected by the housing environment. A number of recent studies further support our data describing the influence of the gut microbiota on the Type 1 IFN pathway. For example, conventionalized pigs exhibited increased expression of *IRF7*, *STAT1 *and *STAT2 *when compared with their germ-free counterparts [39]. Conversely, bacterial colonization of germ-free mice led to a decreased expression of the IFN-related genes *IRF7*, *ISGF3G*, *IFIT1* and *STAT1*[40]. Our study further qualifies these findings by establishing that specific microbial composition, rather than the microbiota as such, influences Type 1 IFN signalling during early colonization and development.

Type 1 IFNs have many biological properties, including innate, cellular and humoral adaptive immune responses [41]. Much evidence has focussed on their central role in pathogen resistance, especially viral immunity through recognition of dsRNA. The significance of Type 1 IFNs in response to bacterial colonization and infection is receiving increasingly more attention [42,43]. IFN expression is induced in numerous cell lineages, including macrophages and plasmacytoid dendritic cells, by bacterial components such as LPS and CpG DNA [44-46]. It is worth noting that the transcriptome analysis was performed on whole ileal tissue samples, rather than on a specific cell subset. In this study we elected to study interactions and contributions of all cell lineages present in the gut to comprehensively characterize the transcriptomic changes induced by different microbiota compositions. However, the contribution of individual lineages such as plasmacytoid dendritic cells (DCs), which naturally produce Type 1 IFN, will be addressed in subsequent studies.

IFN-α/β has profound effects on immune cell development [41] by regulating the differentiation of B and T cells, myeloid DCs and natural killer cells. Activation of immature DCs by IFN-α/β upregulates major histocompatibility complex (MHC) class I. Consistent with this, we found that antigen presentation by MHC class I was also affected by the microbiota and was upregulated in indoor reared animals which also displayed increased Type 1 IFN levels. MHC class I molecules are Type 1 IFN-inducible genes whose promoter regions contain typical IFN-stimulated response elements (ISREs). MHC class I molecules are specialized for presentation of endogenously synthesized proteins, including self-proteins, to the TCR of CD8+ T-cells [47]. The cross-presentation of antigens on MHC class I molecules, the induction of CTL responses and the subsequent memory CD8+ T cell survival are also dependent on IFN-α/β.

Increased expression of MHC class I in the indoor environment was accompanied by the upregulation of a plethora of chemokines, including *CCL2*, *CCL8*, *CCL28*, *CCR1*, *CXCR4 *and *CXCL12*. Chemokines are chemotactic cytokines that function during immune responses to recruit effector cells to sites of inflammation and infection. They are involved in the pathophysiology of many diseases. Numerous chemokines have been implicated in the pathology and perpetuation of tissue destructive inflammatory processes in patients with IBD, including *CCL2 *[48] and *CCL8 *[49]. Increased expression of these chemokines in the indoor-housed animals indicates the presence of an immune-activated gut microenvironment. This contrasts with the lack of innate and pro-inflammatory gene expression in the outdoor-housed animals, which may be indicative of a more immune-tolerant and homeostatic mucosal immune system in these animals. Further studies are required to assess the impact of the microbiota, immune gene transcription and immune cell lineages on specific tolerance towards food and environmental antigens and long-term predisposition to infection, food intolerance and allergy.

## Conclusion

Environmental exposure in early life has a significant impact on microbiota composition of the adult gut and the immune transcriptome during development. Rural, outdoor environments support the establishment of a natural microbiota dominated by lactobacilli and containing low numbers of potentially pathogenic bacteria and this may be an important factor in maintaining mucosal immune homeostasis and limiting excessive inflammatory responses in the gut. The significance of the microbiome and transcriptome data presented herein in relation to immune events such as oral tolerance and host defence against enteric pathogens is a major focus of our future studies.

## Methods

### Experimental animals and tissue collection

Twelve Large White × Landrace sows (*Sus scrofa*) were housed at either an indoor (intensive) or an outdoor (extensive) facility. The sows were artificially inseminated by the same boar to minimize genetic variation among the offspring. Three piglets from each outdoor-housed sow (OUT) and indoor-housed sow (IN) were left to suckle with the mother until day 28, when all piglets were weaned. Three piglets from each indoor-housed sow (18 piglets in total) were transferred to individual isolator units at the School of Clinical Veterinary Science (University of Bristol, UK) at 24 hours of age. These piglets were given a daily dose of antibiotic cocktail (Baytril (Bayer Healthcare, Uxbridge, UK) and Amoxinsol 50 (Vétoquinol UK Ltd., Buckingham, UK)) for the duration of the study. Up until day 28, the isolator-housed piglets (IR) were fed commercial porcine milk replacer (PiggiMilk, Parnutt Foods Ltd., Sleaford, UK) dispensed by an automated liquid feeding system. From day 29 onwards, all piglets were fed creep feed (Multiwean, SCA Nutrition Ltd, Thirsk, UK) *ad libitum*. The experiment was run in three consecutive replicates, using four sows and 18 piglets in every replicate.

Six randomly chosen piglets per treatment group were sacrificed by injection of sodium pentobarbitone (Euthesate, Willows Francis Veterinary Ltd, Crawley, UK) at time-points on day 5, 28 and 56. The ileum, defined as the region corresponding to 75% in length from the pyloric sphincter, was excised. Detailed molecular analysis was performed on this site as it represents a key region involved in both immune-inductive and effector activities, including bacterial antigen sampling. Two ileal tissue samples were taken and either washed in ice-cold phosphate buffered saline (PBS)/0.1% Tween 20 (Sigma-Aldrich, Gillingham, UK) for construction of mucosa-associated 16S rRNA gene libraries (10-cm piece) or processed in ice-cold PBS and transferred to RNAlater (Applied Biosystems, Warrington, UK) for Affymetrix microarray and Real-time PCR studies (2-cm piece). All animal work was performed according to the institutional and Home Office UK ethical guidelines.

### Analysis of the mucosal microbiota

Gut contents (N = 4 per treatment group) were removed from the ileum, and the tissue was washed with ice-cold PBS and incubated in ice-cold PBS/0.1% Tween 20 overnight. Detached bacteria were harvested by centrifugation at 10,000 × g for 10 min at 4°C. Total DNA from the pellet was isolated using a DNA Spin Kit for Soil^® ^(QBiogene Inc., Cambridge, UK) according to the manufacturer's protocol. PCR amplification of the 16S rRNA genes was carried out with the universal primer set S-D-Bact-0008-a-S-20 (5'-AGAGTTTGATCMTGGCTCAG-3'; positions 8 to 27 in the *Escherichia coli *16S rRNA gene) and S-*-Univ-1492-a-A-19 (5'-ACGGCTACCTTGTTACGACTT-3'; positions 1510 to 1492) [50]. Primer positions are represented according to the OPD nomenclature [51]. PCR cycling conditions were one cycle at 94°C for 5 min, followed by 25 cycles at 94°C for 30 sec, 57°C for 30 sec, 72°C for 2 min, with a final extension at 72°C for 10 min. PCR products were purified with the Wizard^® ^SV Gel & PCR Clean-up System (Promega, Southampton, UK), cloned into the pCR-4 cloning vector and transformed into *E. coli *TOP 10 chemically competent cells (TOPO TA Cloning Kit; Invitrogen, Paisley, UK) according to the manufacturer's instructions. Recombinant colonies were picked and the inserts were sequenced in the RINH genomics facility (University of Aberdeen, UK) using the primer set S-*-Univ-0907-a-A-20 (5'CCGTCAATTCATTTGAGTTT-3') and S-*-Univ-0519-a-A-18 (5'-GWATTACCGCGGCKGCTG-3') [50]. All clone libraries were constructed under identical conditions in order to minimize sample-to-sample variation, thus the relative differences in microbial composition between the samples truly reflect animal treatment differences.

### Enumeration of *Lactobacillus *species

Approximately 70 mg gut contents from IR and OUT animals at day 56 from both the ileum (IR: N = 3; OUT: N = 2) and the colon (IR: N = 4; OUT: N = 3) were transferred to Hungate tubes containing 2 ml of MRS broth/0.2% Tween 80 (Oxoid, Basingstoke, UK) and dispersed by vortexing. The gut content suspensions were diluted in a series of seven sequential ten-fold dilutions. Twenty microlitre aliquots of the dilutions were plated out on MRS agar plates and dried off. The plates were placed in an anaerobic gas jar and incubated at 37°C. Plates were read and data recorded and calculated after 48 hours of incubation.

### Sequence alignment and phylogenetic analysis

Sequences were assembled using Lasergene 6 software (DNASTAR Inc.; Infogen Bioinformatics, Broxburn, UK) and tested for possible chimeras using Chimera Check v2.7 (online analysis at RDP-II website, http://rdp8.cme.msu.edu/cgis/chimera.cgi?su=SSU and Bellerophon [52]http://foo.maths.uq.edu.au/~huber/bellerophon.pl. Sequences with no close neighbours in RDP-II were additionally subjected to Basic Local Alignment Search Tool (BLAST) analysis http://www.ncbi.nlm.nih.gov/BLAST. Chimeric and poor quality sequences were excluded from further phylogenetic analysis.

The resulting 16S rRNA gene contigs were aligned using Multiple Sequence Comparison by Log-Expectation (MUSCLE, http://www.ebi.ac.uk/Tools/muscle[53]) and the alignments were inspected manually. The distance matrix (generated from the multiple sequence alignment) was calculated using the Dnadist application of the Phylogeny Inference Package http://evolution.genetics.washington.edu/phylip.html and Jukes-Cantor distance of 0.01. This stringent phylotype definition at 99% cut-off was used in part because evidence suggests that bacteria with nearly-identical 16S rRNA sequences may represent variable genotypes and different species [29].

Rarefaction and collector's curves of observed phylotypes, richness estimates and diversity indices were determined with the DOTUR program [54] using Jukes-Cantor corrected distance matrix. The bias-corrected Chao 1 richness estimator was calculated after 1000 randomizations of sampling without replacement. Collector's curves of observed and estimated (Chao 1 and the abundance-based coverage estimator, ACE) richness were constructed. Diversity was estimated using the Shannon (H) and Simpson indices (D). The Simpson reciprocal index was calculated as 1/D, and another version of the Simpson diversity index as 1-D. The Good's coverage percentage was calculated with the formula [1-(n/N)] × 100, where n is the number of phylotypes in a sample represented by one clone (singletons) and N is the total number of sequences in that sample [55].

Similarity search of the 16S rRNA gene sequences against database entries was performed using the BLAST program at the National Center for Biotechnology Information (NCBI) website http://www.ncbi.nlm.nih.gov/BLAST. By using a >99% sequence similarity criterion, the sequences were assigned to the respective bacterial phylotypes.

Phylotype comparisons were made among groups of subjects using the Mann-Whitney U test. Multiple comparisons were carried out using the Kruskal-Wallis test, with *P *< 0.05 considered statistically significant.

### Microarray hybridizations and data analysis

Ileal tissue (200 mg) (N = 6 per treatment group/time-point) was removed from RNAlater and lyzed in Trizol (Invitrogen). RNA was isolated using standard chloroform/isopropanol steps. Total RNA was further extracted with the RNeasy kit (Qiagen, Crawley, UK) according to the manufacturer's instructions, including an RNase-free DNase I (Qiagen) digestion step. RNA integrity was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Wokingham, UK).

Eight microgram of total RNA was reverse transcribed to cDNA and then transcribed into biotin-labelled cRNA using the One-Cycle Target Labeling Kit (Affymetrix, Santa Clara, CA) according to the manufacturer's instructions. cRNA quality was determined by Agilent 2100 Bioanalyzer. Hybridization to the GeneChip Porcine Genome Array (Affymetrix) on a GeneChip Fluidics Station 450 (Affymetrix) was performed at the Institute of Medical Sciences Microarray Core Facility (University of Aberdeen, UK). Chips were scanned with an Affymetrix GeneChip Scanner 3000 (Affymetrix). Image quality analysis was performed using Gene Chip Operating Software (GCOS) (Affymetrix).

Further quality analysis, normalization by GeneChip Robust Multiarray Averaging (gcRMA), statistical analysis and heatmap generation was performed with the freely available software packages R http://www.r-project.org and Bioconductor http://www.bioconductor.org[56]. In particular we used the moderated F-test provided by the Bioconductor package *limma *to test for differential expression [57].

Statistical analysis was performed separately for each of the three time-points (day 5, 28 and 56) on the two group comparisons IR vs OUT and IN vs OUT. As detailed in the first Methods subsection, the animal experiments consisted of three replicates with two piglets in each of the three experimental groups. This has created a three-group design, with six biologically independent samples in each group and replicate as an additional blocking factor.

To address the multiple testing issue the Storey method [58] was used to calculate q-values, as implemented in the Bioconductor package *qvalue*. This method gives estimates of the associated false discovery rate for a given cut-off. Although these q-values are shown in Additional file 2, the lists of differentially expressed genes were not based only on q-values or *P*-values, but tried to address the balance between statistical significance and biological relevance. Thus, differences in gene expression between treatments were determined using a cut-off of *P *< 0.01 and -2 ≤ fold change ≥ 2. This approach is very much in line with recommendations based on the Micorarray Quality Control study (MAQC) [59], which recommends the use of fold change ranking plus a non-stringent *P *cutoff as a baseline practice in order to generate more reproducible differentially expressed gene lists.

Microarray data were submitted to the NCBI Gene Expression Omnibus (accession number GSE15256; http://www.ncbi.nlm.nih.gov/geo).

### Functional analysis of microarray data

Gene Ontology (GO) based functional interpretation of the data was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID 2006; http://david.abcc.ncifcrf.gov), an expanded version of the original web-accessible programs described by Dennis *et al*. [60]. Significantly different transcripts (*P *< 0.05) were allocated into the GO category *Biological Process *to unearth patterns of gene expression significantly enriched for specific GO terms.

All differentially expressed genes (*P *< 0.05) were imported into MetaCore analytical software (GeneGo, St Joseph, MI) to generate pathway maps. MetaCore is a proprietary, manually curated database containing human protein-protein, protein-DNA and protein compound interactions, metabolic and signalling pathways, and the effects of bioactive molecules. MetaCore software contains approximately 450 canonical signalling and metabolic pathways. Porcine Affymetrix probeset IDs were converted into human Affymetrix probeset IDs using annotation supplied by Tsai *et al*. [61]. Integrated pathway enrichment analysis was performed using the knowledge-based canonical pathways and endogenous metabolic pathways. Ranking of relevant integrated pathways was based on *P*-values calculated using hypergeometric distribution. *P*-values represented the probability of a given number of genes from the input list to match a certain number of genes in the map by chance, considering the numbers of genes in the experiment versus the number of genes in the map within the full set of all genes on maps.

### Real-time PCR analysis of differentially expressed genes

The mRNA levels differentially expressed between the treatment groups in microarray analyses were further validated using Real-time PCR. Two micrograms of total RNA isolated from the ileum (N = 6, isolated for microarray analysis) was reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) with random primers. Real-time PCR analysis was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems) with the Power SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer's recommendations. Primers (Sigma-Aldrich; Additional file 3) were designed for the porcine sequence of interest using Primer Express Software v3.0 (Applied Biosystems). PCR cycling conditions were one cycle at 95°C for 10 min, followed by 40 cycles at 95°C for 15 sec and 60°C for 1 min, ending with a dissociation step. All samples were run in triplicate. 

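EEF1A1, which encodes a translation elongation factor, varied little over the 54 arrays on its control probeset, AFFX-Ssc-ef1a-M_at, with a mean of 13.68 ± 0.09 (SD) and a range of 13.51 to 13.93 on the log2 scale. Of 500 probesets with a similar mean 0.8% had a lower SD. Its log2 fold changes in all comparisons between groups lay between -0.12 and 0.11, with no adjusted p below 0.819 from limma. The other 3 EEF1A1 probesets had SDs of 0.59 to 0.61 at means between 4.15 and 7.78. A further probeset, which the platform names EF1ALPHA, was higher in IR than in OUT at day 5 by a log2 fold change of 3.93 (standard error 0.99) and passed the criterion.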

*EEF1A1 *was selected as a reference gene for normalization due to its low variation between samples in the microarray analysis.

Data were analyzed on a logarithmic scale with base 2 by Student's t-test allowing for unequal variances with *P *< 0.05 considered statistically significant. Standard errors of differences were also calculated on this scale. Differences were back-transformed to calculate fold changes.

## Abbreviations

ACE: abundance-based coverage estimator; DCs: dendritic cells; GO: Gene Ontology; IFN: interferon; IN: indoor-housed piglets reared on the sow; INS: fecal samples from adult sows from indoor environment; IR: isolator-housed piglets receiving daily doses of antibiotics; MHC: major histocompatibility complex; MRS: De Man, Rogosa and Sharpe; OTU: operational taxonomic unit; OUT: outdoor-housed piglets reared on the sow; OUTS: fecal samples from adult sows from outdoor environment; PBS: phosphate buffered saline; PCR: Polymerase Chain Reaction; RDP: Ribosomal Database Project.

## Authors' contributions

DK, CRS, MB, JRP and BPG conceived and coordinated the study. IEM carried out the microarray experiment, bioinformatics analysis and RT-PCR work and drafted the manuscript along with BS and DK. BS carried out the 16S rRNA gene library preparation, constructed sequence contigs and performed phylogenetic identification. CRS, ML and MB conducted the animal trial. CDM helped with the statistical design of the study and developed the analysis strategy for the microarray and Real-time PCR data. CCM carried out the phylogenetic analysis of clone libraries. RIA and JIP were involved in technical and scientific discussion of the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Enumeration of *Lactobacillus *species. Click here for file

Additional file 2 **Transcripts differentially expressed between treatments at all three time-points.** Differentially expressed genes at each time point are shown for the comparison IR versus OUT, and IN versus OUT (*P *< 0.01, -2 ≤ fold change ≥ 2, N = 6). Click here for file

Additional file 3 **Real-time PCR primer sequences.** Porcine gene-specific primers were designed for the sequence of interest using Primer Express Software v3.0 (Applied Biosystems). Click here for file

# Supplementary material for: Environmentally-acquired bacteria influence microbial diversity and natural innate immune responses at gut surfaces
**Source:** BMC Biol. 2009 Nov 20;7:79. doi: 10.1186/1741-7007-7-79
**Supplement:** Additional file 1 — Enumeration of Lactobacillus species.

**Additional file 1 – Enumeration of *Lactobacillus* species**

| **Tissue site** | **Treatment** | **Mean (log10 CFU/g)** | **Range (log10 CFU/g)** |
| --- | --- | --- | --- |
| Ileum (N=3) | IR | 2.26 | 0-3.48 |
| Ileum (N=2) | OUT | 6.29 | 5.16-7.42 |
| Colon (N=4) | IR | 4.59 | 3.65-5.12 |
| Colon (N=3) | OUT | 7.25 | 5.30-8.32 |

# Supplementary material for: Environmentally-acquired bacteria influence microbial diversity and natural innate immune responses at gut surfaces
**Source:** BMC Biol. 2009 Nov 20;7:79. doi: 10.1186/1741-7007-7-79
**Supplement:** Additional file 2 — Transcripts differentially expressed between treatments at all three time-points. Differentially expressed genes at each time point are shown for the comparison IR versus OUT, and IN versus OUT (P < 0.01, -2 ≤ fold change ≥ 2, N = 6).

**Additional file 2A**

**Additional file 2B**

**Additional file 2C**

**Additional file 2D**

| **Day 5 IN vs OUT** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **affy.id** | **FC** | **P-value** | **Q-value** | **Gene Name** | **Product** |
| Ssc.30869.1.S1_at | 2.78 | 0.0003 | 0.7553 | C17orf27 |  |
| Ssc.24849.1.S1_at | 2.19 | 0.0009 | 0.7553 | PCDH9 | Protocadherin 9 precursor |
| Ssc.26146.1.S1_at | 2.07 | 0.0038 | 0.7553 | CXCL9 | Small inducible cytokine B9 precursor (Gamma interferon induced monokine) (MIG) |
| Ssc.16114.1.S1_at | -2.23 | 0.0038 | 0.7553 | CACNA2D1 | Dihydropyridine-sensitive L-type, calcium channel alpha-2/delta subunits precursor |
| Ssc.1308.1.S1_at | 3.03 | 0.0039 | 0.7553 | GPC1 | Glypican-1 precursor. |
| Ssc.17934.1.S1_at | 3.68 | 0.0041 | 0.7553 | STARD10 | PCTP-like protein (StAR-related lipid transfer protein 10) (START domain-containing protein 10) (CGI-52) (Serologically defined colon cancer antigen 28) |
| Ssc.3753.1.S1_at | -5.01 | 0.0046 | 0.7553 | TFRC | Transferrin receptor protein 1 (CD71 antigen) (T9) (p90) |
| Ssc.16335.1.S2_at | -2.93 | 0.0053 | 0.7553 | LPL | Lipoprotein lipase precursor |
| Ssc.13504.1.A1_at | 3.02 | 0.0064 | 0.7553 | DHRS6 | Dehydrogenase/reductase (SDR family) member 6; oxidoreductase UCPA [Homo sapiens] |
| Ssc.396.1.S1_a_at | 2.30 | 0.0065 | 0.7553 | DBI | Acyl-CoA-binding protein (Diazepam binding inhibitor) (Endozepine) |
| Ssc.19327.1.S1_at | -2.24 | 0.0070 | 0.7553 | HIST1H1D | Histone H1.3 (Histone H1c) |
| Ssc.26189.1.S1_a_at | 2.18 | 0.0073 | 0.7553 |  | 28 kDa protein |
| Ssc.26005.1.S1_at | 2.00 | 0.0098 | 0.7553 | ZBP1 | Z-DNA binding protein 1 (Tumor stroma and activated macrophage protei DLM-1) |

**Additional file 2E**

| **Day 28 IN vs OUT** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **affy.id** | **FC** | **P-value** | **Q-value** | **Gene Name** | **Product** |
| Ssc.2159.1.S1_at | -2.89 | 0.0002 | 0.8898 | OVOL1 | Putative transcription factor Ovo-like 1 (hOvo1) (Fragment) |
| Ssc.4690.1.S1_at | -2.03 | 0.0012 | 0.8898 | C9orf88 | Niban-like protein (Meg-3) |
| Ssc.26253.1.S1_at | -2.54 | 0.0017 | 0.8898 | LZTFL1 | Leucine zipper transcription factor-like 1 [Homo sapiens] |
| Ssc.5008.1.A1_at | 2.20 | 0.0019 | 0.8898 | GSTA4 | Glutathione S-transferase A4-4 (GST class-alpha) |
| Ssc.10078.1.A1_at | -2.70 | 0.0021 | 0.8898 | PCSK5 | Proprotein convertase subtilisin/kexin type 5 precursor (Proprotein convertase PC5) (Subtilisin/kexin-like protease PC5) (PC6) (hPC6) |
| Ssc.6019.1.S1_at | 2.12 | 0.0022 | 0.8898 | DNASE2 | Deoxyribonuclease II alpha precursor (DNase II alpha) (Acid DNase) (Lysosomal DNase II) (R31240_2) |
| Ssc.11108.1.A1_at | -2.87 | 0.0022 | 0.8898 | PMP22 | Peripheral myelin protein 22 (PMP-22) |
| Ssc.6165.1.A1_at | 3.93 | 0.0023 | 0.8898 | Q7L4P6 |  |
| Ssc.12157.1.A1_at | -2.56 | 0.0023 | 0.8898 | MYH14 | Myosin, heavy polypeptide 14; nonmuscle myosin heavy chain II-C; myosin heavy chain 14 [Homo sapiens] |
| Ssc.1310.1.S1_at | -2.06 | 0.0028 | 0.8898 | PTGES | Prostaglandin E synthase (Microsomal glutathione S- transferase 1-like 1) (MGST1-L1) (p53-induced apoptosis protein 12) |
| Ssc.11117.1.A1_at | -2.23 | 0.0030 | 0.8898 | PDE1B | Calcium/calmodulin-dependent 3',5'-cyclic nucleotide phosphodiesterase 1B (Cam-PDE 1B) (63 kDa Cam-PDE) |
| Ssc.18244.1.S1_at | 2.32 | 0.0032 | 0.8898 | NP_848634 | TAFA2 protein [Homo sapiens] |
| Ssc.25103.1.S1_at | -2.53 | 0.0034 | 0.8898 | ABCG2 | ATP-binding cassette, sub-family G, member 2 (Placenta-specific ATP- binding cassette transporter) (Breast cancer resistance protein) |
| Ssc.298.1.S1_at | -2.98 | 0.0034 | 0.8898 | PRSS7 | Enteropeptidase precursor (Enterokinase) |
| Ssc.27574.1.S1_at | -2.00 | 0.0040 | 0.8898 | LTBR | Tumor necrosis factor receptor superfamily member 3 precursor (Lymphotoxin-beta receptor) (Tumor necrosis factor receptor 2 related protein) (Tumor necrosis factor C receptor) |
| Ssc.6097.1.S1_a_at | -2.01 | 0.0040 | 0.8898 | TXNRD1 | Thioredoxin reductase 1, cytoplasmic precursor (TR) (TR1) |
| Ssc.494.1.S2_at | -2.27 | 0.0040 | 0.8898 | NP_940905 | Sodium- and chloride-activated ATP-sensitive potassium channel [Homo sapiens] |
| Ssc.15279.1.S1_at | -2.36 | 0.0043 | 0.8898 | Q9H5Y9 |  |
| Ssc.17063.1.A1_at | -2.36 | 0.0043 | 0.8898 | RB1 | Retinoblastoma-associated protein (PP110) (P105-RB) (RB) |
| Ssc.20986.1.S1_at | -2.19 | 0.0044 | 0.8898 | FKBP14 | FK506 binding protein 14 precursor (Peptidyl-prolyl cis- trans isomerase) (PPIase) (Rotamase) (22 kDa FK506-binding protein) (FKBP-22) |
| Ssc.25205.1.S1_at | -2.02 | 0.0045 | 0.8898 | Q6UWV2 |  |
| Ssc.8501.1.S1_at | 2.14 | 0.0050 | 0.8898 | ARL6IP5 | ADP-ribosylation-like factor 6 interacting protein 5; glutamate transporter EEAC1-associated protein; dermal papilla derived protein 11; putative MAPK activating protein PM27; PRA1 domain family 3; cytoskeleton related vitamin A responsive protein [Homo sapiens] |
| Ssc.9630.1.A1_at | -2.09 | 0.0055 | 0.8898 | CNKSR1 | Connector enhancer of kinase suppressor of ras 1 (Connector enhancer of KSR1) (hCNK1) (Connector enhancer of KSR-like) (CNK homolog protein 1) |
| Ssc.24265.1.S1_at | -2.05 | 0.0058 | 0.8898 | TNK1 | Tyrosine kinase, non-receptor, 1; tyrosine kinase non-receptor 1; tyrosine kinase non-receceptor 1 [Homo sapiens] |
| Ssc.16819.1.A1_at | 2.09 | 0.0059 | 0.8898 | ENC1 | Ectoderm-neural cortex-1 protein (ENC-1) (P53-induced protein 10) (Nuclear matrix protein NRP/B) |
| Ssc.7641.1.S1_at | 2.15 | 0.0060 | 0.8898 | Q5T7M9 |  |
| Ssc.24051.2.A1_at | -2.31 | 0.0061 | 0.8898 | ZZEF1 | Zinc finger, ZZ-type with EF hand domain 1 [Homo sapiens] |
| Ssc.4104.1.S1_at | 2.38 | 0.0064 | 0.8898 | DDIT4 | RTP801; HIF-1 responsive RTP801 [Homo sapiens] |
| Ssc.15638.1.A1_at | -2.67 | 0.0064 | 0.8898 | AMPD3 | AMP deaminase 3 (AMP deaminase isoform E) (Erythrocyte AMP deaminase) |
| Ssc.30181.1.A1_at | -2.02 | 0.0068 | 0.8898 | Q6ZRV2 |  |
| Ssc.25839.1.S1_at | -6.15 | 0.0070 | 0.8898 | ECE2 | 59 kDa protein |
| Ssc.17610.2.A1_at | -2.01 | 0.0072 | 0.8898 | Q8NAR6 | PREDICTED: hypothetical protein FLJ34907 |
| Ssc.4377.1.A1_at | -2.02 | 0.0074 | 0.8898 | TJP4 | Tight junction protein 4 (peripheral); protein incorporated later into tight junctions [Homo sapiens] |
| Ssc.494.1.S1_at | -2.17 | 0.0074 | 0.8898 | NP_940905 | Sodium- and chloride-activated ATP-sensitive potassium channel [Homo sapiens] |
| Ssc.16467.2.S1_at | -2.51 | 0.0078 | 0.8898 | ZBT7_HUMAN | Zinc finger and BTB domain containing protein 7 (Leukemia/lymphoma related factor) (Factor that binds to inducer of short transcripts protein 1) (Factor binding IST protein 1) (FBI-1) (HIV-1 1st-binding protein 1) (TTF-I interacting peptide 21) (TIP21) |
| Ssc.25149.1.S1_at | -2.21 | 0.0090 | 0.8898 | NP_690864 | Membrane-associated guanylate kinase-related 3 [Homo sapiens] |
| Ssc.2441.1.S1_at | -2.32 | 0.0091 | 0.8898 | SLC3A1 | Neutral and basic amino acid transport protein rBAT (B(0,+)-type amino acid transport protein) (NBAT) (D2H) |
| Ssc.1578.1.S1_at | 2.04 | 0.0092 | 0.8898 | GGA2 | ADP-ribosylation factor binding protein GGA2 (Golgi-localized, gamma ear-containing, ARF-binding protein 2) (Gamma-adaptin related protein 2) (Vear) (VHS domain and ear domain of gamma-adaptin) |
| Ssc.7176.1.A1_at | 3.91 | 0.0095 | 0.8898 | CXCR4 | C-X-C chemokine receptor type 4 (CXC-R4) (CXCR-4) (Stromal cell- derived factor 1 receptor) (SDF-1 receptor) (Fusin) (Leukocyte-derived seven transmembrane domain receptor) (LESTR) (LCR1) (FB22) (NPYRL) (HM89) (CD184 antigen) |
| Ssc.18359.1.S1_at | 3.61 | 0.0095 | 0.8898 | CCR1 | C-C chemokine receptor type 1 (C-C CKR-1) (CC-CKR-1) (CCR-1) (CCR1) (Macrophage inflammatory protein-1 alpha receptor) (MIP-1alpha-R) (RANTES-R) (HM145) (LD78 receptor) |
| Ssc.12329.2.S1_at | -2.37 | 0.0096 | 0.8898 | RGS5 | Regulator of G-protein signaling 5 (RGS5) |
| Ssc.20585.1.S1_at | 2.19 | 0.0099 | 0.8898 | GADD45G | Growth arrest and DNA-damage-inducible protein GADD45 gamma (Cytokine responsive protein CR6) |

**Additional file 2F**

# Supplementary material for: Environmentally-acquired bacteria influence microbial diversity and natural innate immune responses at gut surfaces
**Source:** BMC Biol. 2009 Nov 20;7:79. doi: 10.1186/1741-7007-7-79
**Supplement:** Additional file 3 — Real-time PCR primer sequences. Porcine gene-specific primers were designed for the sequence of interest using Primer Express Software v3.0 (Applied Biosystems).

**Additional file 3** - **Real-time PCR primer sequences**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *EEF1A1* | CCTGGCAAGCCCATGTGT | TGTCTCATGTCACGAACAGCAA |
| *CCL28* | TGCAGCACACAGGACTTGCT | GGAGGCAATGGGAAGTATAGCTT |
| *CCL8* | AAGACCAAAGCCGACAAGGA | TCATGGAATTCTGGACCCACTT |
| *CXCL12* | TCCTGCCATGGGTGTCAAG | AACGTGGCTCTCAAAGAATCG |
| *CXCL9* | ATTTGCCCCAAGCCCTTCT | GCTGACCTGTTTCTCCCACTCT |
| *CXCR4* | CATCTTCTTAACTGGCATAGTGGGTAA | CCGTCATGCTTCTCAGTTTCTTC |
| *IFIT2* | CCTATCTCGCCTGCCTCTGT | TGGAGCACTTGTTTGGCTACA |
| *FKBP5* | GTAGCTTCCCCCCAAACCA | TGAAATGAGCTGGACTTAAACTGTTG |
| *IRF7* | CTGCGATGGCTGGATGAAG | TAAAGATGCGCGAGTCGGA |
| *IRP6* | CAATCGCTTCAATGTGGAAGAAG | CCCTCAATTAAGAGGCATTGGA |
| *MT1J* | GTGTAGCTGCTGTGCCTGATG | CAGGTTGGCCCACATTCC |
| *MX* | GGCGTGGGAATCAGTCATG | AGGAAGGTCTATGAGGGTCAGATCT |
| *PDK4* | TGGTATGTGTGAAAGCAAAGGAA | AAGTGGGCCTGAACAGTCAGTT |
| *SELL* | CGCTCCGTCTGTTCCCATT | TGAACTAATAAAGACTGCCAACTGAAG |
| *PI3* | CCTGCCCCAGGATTCTGA | TGAGCATCACTCAAACACCTGTT |
| *SQLE* | TTCGTCTCTCTGGCCAACAA | CCCCAGCGACAGGAATACC |
| *TFRC* | ATCACTTCCTTTCACCCTATGTATCTC | GCCAGAGCCCCAGAAGATATG |

Porcine gene-specific primers were designed for the sequence of interest using Primer Express Software v3.0.

How the deposited data were processed for this re-analysis (not part of the article)

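The deposited values are log2 signals that the authors normalized by gcRMA from 54 GeneChip Porcine Genome arrays scanned with GCOS 1.2, and they were used as deposited. Conditions were taken from the sample labels, which give the group (IR, IN or OUT), the day and a replicate number, and 2 arrays at day 56 have no number. The table has 24123 probesets, of which 66 spike-in and control probesets were left out and 24057 were tested, with no filter on dim probesets. The platform annotation gives 1 symbol to 10099 probesets (6765 different symbols) and several symbols to 198. Another 113 probesets were named from Additional file 2, and 13826 have no symbol in the platform annotation.

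Fits used limma 3.58.1 in R 4.3.3, separately for each day, with the 3 groups of 6 arrays and no block, because the labels do not give the run. A probeset was called at an unadjusted p under 0.01 and a fold change of at least 2, which are the paper's thresholds, and p-values were also adjusted over all probesets by the Benjamini-Hochberg method at 0.05. For single genes and for the mean of a gene list per piglet, all splits of 12 piglets into 6 and 6 were used in two-sided exact permutation tests, for which the smallest p is 0.00216. In a self-test 200 probesets were shifted up or down by set amounts. Of those shifted by 1.5 on the log2 scale 88 to 98% were called over the 9 comparisons, and 36 to 60 of 23857 unchanged probesets were called. These shares do not carry over to genes of wide spread.

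Of 28 gene lists written before the data were examined, 26 had enough genes on the array (at least 5), and red blood cell genes and metallothioneins had too few. A gene was represented by 1 probeset, the brightest. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p-values were adjusted over 26 lists per comparison. Over the 6 comparisons with OUT 60 of 156 tests passed with the preset correlation, 1 with the estimated correlation and 2 with fry. Several lists hold genes that the study named from these arrays. Their number is given in the text for the interferon, cholesterol synthesis, chemokine and antimicrobial lists, and not for the others. Differences of a list between days were tested by 20000 shuffles of piglets within days and adjusted over 21 tests. Real-time PCR values are those of the paper's Table 6, and their correlation with the arrays was tested by permutation.

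Genes were named in the text by a rule fixed before the data were examined, although the paper's tables and Additional file 2 had been seen. The rule takes every gene the paper names, at the probeset of Additional file 2 or else the brightest, the 10 named probesets with the largest change among those called in a comparison, and up to 4 members of each list with the smallest p. A gene outside the rule that is named in the text was chosen after its values were seen.

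Alternatives fixed before the data were examined were blocks by label number and by number in twos, numbered arrays only, only the 2 groups compared, all 9 groups in 1 fit, dim probesets left out (a log2 value of 4 reached in fewer than 6 arrays), renewed quantile normalization, median centring, array weights, an intensity trend with robust fitting, the moderated F-test, adjusted p-values, and each array left out in turn. At day 56 the fits with these blocks also left out the 2 unnumbered arrays. Added after the data were seen were a fit of only the 2 groups compared with a block by number in twos and 1 IN array left out at each of days 5 and 28, the interferon list without 2 IR piglets, a permutation of list means and splits of the arrays within blocks by number in twos, and the clock score with 3 members named only in Additional file 2. The first was found by comparing the fold changes of Additional file 2 with fits over 3 kinds of block, 2 or 3 groups and the omission of single IN arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Bacterial 16S rRNA gene libraries and the commercial pathway software of the paper were not analysed again.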

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

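The omission of IR replicates 1 and 2 at day 5, the omission of OUT replicate 3 at day 5 from the day comparisons, and the splits within blocks were chosen after the values had been seen.

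Single piglets stood far from the other 5 of their group in 5 of 63 sets of list means, where chance gives about 5% of sets. OUT replicate 3 at day 5 had the highest mean of the chemokine list, 6.96 (nearest 5.65), and the lowest of the fatty acid oxidation list, 6.99 (nearest 8.23). Its array also had a mean correlation with its group of 0.881, against 0.963 for the nearest. OUT replicate 3 at day 56 had the highest mean of the cholesterol synthesis list, 9.06 (nearest 7.74), and IR replicate 1 at day 28 the lowest of its group, 8.35 (nearest 9.32). IN replicate 3 at day 28 had the lowest mean of the MHC class I list, 8.41 (nearest 9.96).

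The difference between IR and OUT changed with age in 2 lists by permutation, and in neither with camera at an estimated correlation (adjusted p = 0.312 and 0.202). For fatty acid oxidation it was higher at day 5 than at day 28 by 0.54 (permutation p = 5e-04, 0.00788 after adjustment over 21 tests). Without OUT replicate 3 at day 5 the value was 0.30, with a day 5 difference of 0.03 (exact permutation p = 0.721). The day 28 difference was -0.26, with every IR piglet below every OUT piglet (exact permutation p = 0.00216). For chemokines it was higher at day 28 than at day 56 by 1.03 (permutation p = 0.00075, 0.00788 after adjustment), and no chemokine list member passed the criterion at either day.

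IR and IN, which the paper does not compare directly, differed in 88, 119 and 69 probesets at days 5, 28 and 56. After adjustment over all probesets 3, 1 and 4 passed in limma, beside 1838, 1619 and 1487 with an unadjusted p under 0.05. At day 5 these were INSIG1, EBP and SCD, with log2 fold changes of 3.47, 3.50 and 4.20 (standard errors 0.45, 0.49 and 0.62). At day 28 PDK4 had -4.33 (standard error 0.53), and at day 56 CPT1A -2.12 (0.31), PLIN2 -2.48 (0.36), a second PDK4 probeset -2.68 (0.41) and a second PIGR probeset -1.58 (0.25). In 5, 11 and 9 of 100 splits of the 12 arrays, the real split included, as many probesets or more were called, with up to 118, 377 and 146 in another split, so chance cannot be excluded for these counts.

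Nor can chance be excluded for the counts against OUT in the fit without a block. Between IR and OUT 13, 9 and 26 of 100 splits gave as many calls as the real 81, 37 and 68 at days 5, 28 and 56, the real split included, with up to 393, 169 and 373 in another split. Between IN and OUT 42, 44 and 18 of 100 gave as many as the real 12, 46 and 66, with up to 75, 1384 and 452. The paper's methods give the run as a blocking factor. In the 2-group fit with arrays blocked by number in twos, 11, 2 and 17 of 100 splits within blocks gave as many calls as the real 74, 111 and 56 between IR and OUT at days 5, 28 and 56, with up to 207, 162 and 233 in another split. The share is low at day 28 alone, in 1 of 6 unadjusted comparisons of a fit that was chosen because it returns the paper's values, so chance is not excluded by it. Between IN and OUT, with 11 arrays at days 5 and 28, 38, 33 and 14 gave as many as the real 13, 42 and 71, with up to 81, 1293 and 252, and chance cannot be excluded. Under both kinds of fit, most comparisons with OUT had a split that called far more probesets than the real one. In the blocked fit of IR and OUT at day 28 the highest was 162 against 111. Structure by number in twos was looked at without a p-value, by correlations that are not those of the deposited values. Within groups, arrays of the same block had means of 0.09, 0.208 and 0.037 at days 5, 28 and 56. Other arrays of a group had -0.198, -0.287 and -0.253. The lowest values within a block were -0.704, -0.511 and -0.364. Between groups, arrays of the same block had means from -0.209 to 0.182. Any other structure that the groups do not follow was not tested.

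The interferon-induced genes differed between IR and OUT at days 5 and 28 with camera at a preset correlation, and not with an estimated one (adjusted p = 0.188 and 0.341). The first call was kept without any 1 piglet, with a highest camera adjusted p of 9.12e-07 over both days. At day 5, however, IR replicates 1 and 2 carry most of it, and without both the mean log2 fold change was 0.42 instead of 1.32. An infection or another response of some piglets may be the source, and it cannot be told apart from the rearing group with 6 piglets per group. The rearing environment stays open as well.

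Cholesterol synthesis genes had higher means in IR at days 5 and 28, while the piglets received milk replacer, by 1.57 and 1.43 (adjusted p = 0.148 and 0.268 with camera at an estimated correlation). At day 56, after it had ended, the mean log2 fold change was 0.30 and passed with camera at the preset correlation (adjusted p = 0.0452). It did not pass with an estimated correlation or when some single piglets were left out. Piglet means at that day gave an exact permutation p of 0.374. The list mean difference exceeded that at day 56 by 1.26 at day 5 (permutation p = 0.0244, 0.128 after adjustment over 21 tests) and by 1.12 at day 28 (permutation p = 0.0856), so an effect of the milk replacer could not be told apart from one of the isolator or the antibiotics. All 3 were given to the same piglets, and the same limit holds for fatty acid synthesis. Between IR and IN the cholesterol list differed by 2.00 and 1.64 at days 5 and 28 (exact permutation p = 0.00216 and 0.00649). Between IN and OUT it differed by -0.43 and -0.22 (exact permutation p = 0.303 and 0.732), and by 0.70 at day 56 (exact permutation p = 0.0606).

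T cell markers at day 56 had a mean log2 fold change of -0.57 between IR and OUT. B cell and plasma cell markers had -0.65, so both lists had lower means together. Neither passed with an estimated correlation (adjusted p = 0.416 and 0.27), and the T cell means per piglet had an exact permutation p of 0.113. A lower share of lymphocytes in the tissue sampled may explain this. Whether the animals or the sampling differed was not tested.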

How the results depend on the processing

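The 2-group fit with a block by number in twos and the permutation within such blocks were chosen after seeing the data, and the other alternatives before. Permuted within blocks, 2 of 42 list means per piglet passed that had not (interferon-induced genes at day 28 and fatty acid synthesis at day 56 between IR and OUT), and none was lost. For 17 list results, direction and side of the threshold were the same under both blocks, renewed quantile normalization, averaging of probesets and the 2-group fit with a block. Of these 17 results 14 were calls. The estimated correlation ended 13 of the 14, leaving out dim probesets 1, and leaving out genes the paper names 2. With 1 array left out, 185 of 204 values kept direction and side, 9 were weaker, 3 stronger, 5 moved and 2 reversed. The reversed values are of the interferon list between IR and OUT at day 56, -0.35 without IR replicate 5 and -0.36 without IR replicate 6, in a range from -0.36 to 0.32. MHC class I at day 5 was lost without IR replicate 1 (0.22), and gained at day 56 without IR replicate 6 (-0.20) or OUT replicate 2 (-0.23). The interferon list between IN and OUT at day 28 was gained without IN replicate 3 (0.81). The cholesterol list between IR and OUT at day 56 was lost without IR replicate 3 (0.19), 5 (0.20) or 6 (0.27) or OUT replicate 1 (0.17), 2 (0.27), 4 (0.27), 5 (0.29) or 6 (0.26). Of 37 gene calls, 26 to 37 were kept by the alternatives other than adjusted p-values, which kept 0.

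Counts of called probesets moved more, and the cause was not tested. Between IR and OUT they were 50 at day 5 with only 2 groups, 65 at day 28 with all 9 groups in 1 fit and 111 with the 2-group fit and a block, and at day 56 107 with a block by label number and 45 with the F-test. At day 56 the fit with a block by label number also left out the 2 unnumbered arrays, and numbered arrays only gave 75. For IN against OUT they were 29 at day 5 with 9 groups, 28 at day 28 with 2 groups and 104 at day 56 with a block by label number. That block fit too left out the unnumbered arrays, and numbered arrays only gave 54. Between IR and IN at day 28 they were 187 with 9 groups and 78 with the F-test. By adjusted p they were 2, 0 and 0 (IR and OUT), 0, 0 and 0 (IN and OUT) and 3, 1 and 4 (IR and IN) at days 5, 28 and 56 in limma.

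With 1 array left out the counts between IR and OUT ranged from 45 (IR 2) to 111 at day 5, from 24 (OUT 1) to 47 at day 28 and from 39 (IR 1) to 226 (OUT 1) at day 56, with 125 (IR 2), 44 (IR 3), 103 (IR 6 or OUT 3) and 42 (OUT 5) between. For IN against OUT they ranged from 7 (IN 2 or OUT 3) to 23 (OUT 2) at day 5, with 20 (OUT 4), from 23 (IN 2) to 118 (IN 1) at day 28, with 86 (IN 4), 26 (OUT 4) and 29 (OUT 5), and from 38 (IN 4) to 158 (OUT 3) at day 56, with 113 (IN 6) and 43 (OUT 2). Between IR and IN they ranged from 51 (IR 2) to 142 (IR 3) at day 5, with 57 (IR 1), from 76 (IR 3) to 235 (IN 1) at day 28 and from 53 to 126 (IR 5) at day 56, with 105 (IR 6) and 112 (IN 6).

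Probesets changed alike at 2 days, by an unadjusted p under 0.05 without a fold criterion, numbered 78 (days 5 and 28), 92 (5 and 56) and 33 (28 and 56) between IR and OUT, and 21, 18 and 16 between IN and OUT. In opposite directions were 8, 23 and 15, and 19, 34 and 88. By the criterion 12 probesets changed alike between IR and OUT at days 5 and 28. With the 2-group fit and a block 24 did. For IN against OUT they were 0 and 0 at days 5 and 56 and days 28 and 56. With that fit they were 2 and 1. Calls shared by both comparisons with OUT had medians of 0.5, 0 and 0.5 at days 5, 28 and 56 when the OUT arrays were split 3 and 3, which leaves fewer arrays. Between 49.9 and 52.3% of probesets per array reached a log2 value of 4, and changes in dimmer probesets are less likely to be seen; without them 81, 35 and 72 probesets were called between IR and OUT.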

Differences from the paper's values

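The 2-group fit named in this part (only the 2 groups compared, a block by number in twos, IN replicate 6 at day 5 and IN replicate 5 at day 28 left out) was chosen after seeing the values, as the fit that returns those of Additional file 2. It calls all probesets that the paper lists in 5 comparisons and drops 13 of the paper's 66 between IR and OUT at day 56. In those 5 comparisons its p-values lie within 5.5e-05 of the listed ones. The fit without a block leaves out the run, so a gene that did not pass in it is not evidence against the paper's call.

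Between IR and OUT at day 28 the paper's count of changed probesets is 111, and 37 were called here at the same thresholds. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value, and the 2-group fit chosen after seeing the values gives 111. The paper's numbers of higher and lower probesets at that day are 83 and 28, and here 25 and 12. Of the alternatives set before, all 9 groups in 1 fit, with 22, comes near the lower number and none near the higher, and the 2-group fit chosen after seeing the values gives 83 and 28.

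Between IN and OUT at day 5 the paper's numbers are 9 higher and 4 lower, and here 5 and 7. For the higher number the alternatives set before that come near are the block by number in twos (6), 9 groups in 1 fit (10), quantile normalization (8), median centring (6), and leaving out IN 1 (8), IN 5 (6), IN 6 (8), OUT 1 (7), OUT 2 (7), OUT 4 (9) or OUT 5 (6). For the lower number they are the block by label number (6), only 2 groups (6), dim probesets left out (6), quantile normalization (6), median centring (5), and leaving out IN 1 (4), IN 5 (6), IN 6 (5) or OUT 3 (4). The other alternatives do not, and the 2-group fit chosen after seeing the values gives 9 and 4.

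Of the probesets higher in IR at day 5, the paper's number that is also higher at day 28 is 21, and here it is 10. The alternative set before the data were examined, an unadjusted p under 0.05 without a fold criterion, gives 59. The 2-group fit chosen after seeing the values gives 21. The other settings were not counted for this overlap.

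For CXCL12 between IR and OUT at day 28 the paper's array fold change is 1.83, and the value at the probeset used here is 1.41, with no alternative set before coming near. Another CXCL12 probeset has a log2 fold change of 0.87 (standard error 0.41). For CCL28 between IN and OUT at day 56 the paper's is 2.64 and the value here 1.25, again with no alternative near it, and another CCL28 probeset has a log2 fold change of 1.40 (standard error 0.51). For PDK4 between IN and OUT at day 56 the paper's is 1.75 and the value here 1.37, and another PDK4 probeset has a log2 fold change of 0.81 (standard error 0.41). On the log2 scale the paper's array values are 0.87, 1.40 and 0.81, equal to those of the other probesets of the 3 genes to 2 decimals.

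The paper states that interferon signalling was increased in IR at day 56, and here the mean log2 fold change of the interferon list was 0.05 (adjusted p = 0.909 with camera of limma), while at day 28 it was 0.91. It also states that antigen presentation by MHC class I was higher in IR at all 3 days, and here the list had 0.36, 0.55 and -0.12 at days 5, 28 and 56.

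Some genes that the paper names from its arrays did not pass here, all in the paper's direction. Among them are 6 array values of its Table 6 that do not meet its own criterion there, those of FKBP5, MX1 and SQLE at day 5 and CXCL12 at day 28 between IR and OUT, and of CCL28 and PDK4 at day 56 between IN and OUT. Of 42 values in all the 2-group fit calls 31, and other alternatives between 0 and 8. Called by that fit alone are GBP2 at days 5 and 28, and IRF7, G1P2, IFIT2, IFIT3, ISG20, IFITM3, CXCL9 and CCL4L at day 28 between IR and OUT, and CXCL9 at day 5, CXCR4, CNKSR1, TJP4 and LTBR at day 28 and IFIT2 and IFRD1 at day 56 between IN and OUT. Viperin at day 5 is called with either block, without dim probesets and by the 2-group fit, IRP6 with either block and by the 2-group fit, and MX1 with the block in twos. SQLE is called at day 5 with 9 groups, array weights and the F-test, and at day 28 with 9 groups and the 2-group fit. At day 28 MX2 and MT1J are called with array weights and the 2-group fit, CCL2 with only 2 groups and the 2-group fit, CCL8 with only 2 groups, 9 groups, without dim probesets, array weights, an intensity trend and the 2-group fit, and TFRC with either block, 9 groups, array weights and the 2-group fit. At day 56 between IR and OUT LCP2 is called with either block and by the 2-group fit, TCA_HUMAN with 9 groups and array weights, TRGV9 with array weights, and PIK3CG by 8 alternatives (label number block, numbered arrays only, 9 groups, without dim probesets, both renewed normalizations, array weights and an intensity trend). At day 56 between IN and OUT CCL8 is called without dim probesets, with an intensity trend, the F-test and the 2-group fit, and PMP22 and BPI with only 2 groups, 9 groups and the 2-group fit. No setting calls FKBP5 at day 5, CXCL12 at day 28, CXCL9 and CD8A at day 56 between IR and OUT, or PDK4 and CCL28 at day 56 between IN and OUT.

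In Figure 6 the IN and OUT comparison is drawn with the opposite sign from that in the paper's text and Additional file 2.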

Other observations

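No test in this part was chosen after seeing the results, except the clock score with PER2, PER3 and TEF and the selection of the values that it reports.

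Tissue of IR and OUT piglets may have been taken at different times of day at day 56. A score of clock genes in opposite phases, over the 3 of its 10 genes with a platform symbol, differed as this predicts (exact permutation p = 0.0346, n = 6), and 4 IR piglets lay above every OUT piglet, with ARNTL at -1.05 (standard error 0.34), DBP at 0.95 (0.29) and PER1 at 0.07 (0.33). PER2, PER3 and TEF had 1.61 (0.39), 1.15 (0.32) and 1.14 (0.32). These members of the score are named only in Additional file 2, a list of changed probesets. With them the exact permutation p was 0.013, which is not independent evidence because that list was chosen for change. A clock shifted by the rearing itself would give the same values and was not tested, so both stay open.

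Different amounts of muscle or epithelium in the tissue could also contribute. The lowest camera adjusted p of the smooth muscle and epithelial lists between IR and OUT was 0.000543, for epithelial markers at day 56, whose mean log2 fold change was 0.20, with smooth muscle at 0.28 in the same direction. At day 5 the directions were opposite, with 0.40 for epithelial markers (camera adjusted p = 0.205) and -0.18 for smooth muscle (camera adjusted p = 0.00226). The OUT group there includes the array of replicate 3 that stands apart, and its epithelial means had an SD of 0.75, against 0.15 in IR. Both lists lose their calls with an estimated correlation, so the test does not decide.

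Cell proliferation genes between IR and OUT had a mean log2 fold change of 0.45 at day 5, with 24 of 24 above 0 (camera adjusted p = 1.54e-05; adjusted p = 0.396 with an estimated correlation), and of -0.36 at day 56, with 0 above 0 (camera adjusted p = 0.00873; adjusted p = 0.629 with an estimated correlation). Piglet means of the list gave exact permutation p-values of 0.173 at day 5 and 0.494 at day 56 (n = 6).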
